# Single cell analysis of docosahexaenoic acid suppression of sequential LPS-induced proinflammatory and interferon-regulated gene expression in the macrophage

**DOI:** 10.3389/fimmu.2022.993614

**Published:** 2022-11-03

**Authors:** Kathryn A. Wierenga, Frank M. Riemers, Bart Westendorp, Jack R. Harkema, James J. Pestka

**Keywords:** inflammatory gene expression, omega-3 polyunsaturated fatty acids, cholesterol metabolism, TLR4 signaling, NF-κB, IFN signaling, macrophage, scRNAseq

## Abstract

Preclinical and clinical studies suggest that consumption of long chain omega-3 polyunsaturated fatty acids (PUFAs) reduces severity of chronic inflammatory and autoimmune diseases. While these ameliorative effects are conventionally associated with downregulated expression of proinflammatory cytokine and chemokine genes, our laboratory has recently identified Type 1 interferon (IFN1)-regulated gene expression to be another key target of omega-3 PUFAs. Here we used single cell RNA sequencing (scRNAseq) to gain new mechanistic perspectives on how the omega-3 PUFA docosahexaenoic acid (DHA) influences TLR4-driven proinflammatory and IFN1-regulated gene expression in a novel self-renewing murine fetal liver-derived macrophage (FLM) model. FLMs were cultured with 25 µM DHA or vehicle for 24 h, treated with modest concentration of LPS (20 ng/ml) for 1 and 4 h, and then subjected to scRNAseq using the 10X Chromium System. At 0 h (i.e., in the absence of LPS), DHA increased expression of genes associated with the NRF2 antioxidant response (e.g. *Sqstm1*, *Hmox1, Chchd10*) and metal homeostasis (e.g.*Mt1*, *Mt2, Ftl1, Fth1*), both of which are consistent with DHA-induced polarization of FLMs to a more anti-inflammatory phenotype. At 1 h post-LPS treatment, DHA inhibited LPS-induced cholesterol synthesis genes (e.g. *Scd1, Scd2*, *Pmvk, Cyp51, Hmgcs1*, and *Fdps)* which potentially could contribute to interference with TLR4-mediated inflammatory signaling. At 4 h post-LPS treatment, LPS-treated FLMs reflected a more robust inflammatory response including upregulation of proinflammatory cytokine (e.g. *Il1a, Il1b, Tnf*) and chemokine (e.g.*Ccl2, Ccl3, Ccl4, Ccl7*) genes as well as IFN1-regulated genes (e.g. *Irf7, Mx1, Oasl1, Ifit1*), many of which were suppressed by DHA. Using single-cell regulatory network inference and clustering (SCENIC) to identify gene expression networks, we found DHA modestly downregulated LPS-induced expression of NF-κB-target genes. Importantly, LPS induced a subset of FLMs simultaneously expressing NF-κB- and IRF7/STAT1/STAT2-target genes that were conspicuously absent in DHA-pretreated FLMs. Thus, DHA potently targeted both the NF-κB and the IFN1 responses. Altogether, scRNAseq generated a valuable dataset that provides new insights into multiple overlapping mechanisms by which DHA may transcriptionally or post-transcriptionally regulate LPS-induced proinflammatory and IFN1-driven responses in macrophages.

## Introduction

Macrophages, a highly plastic innate myeloid immune cell population, can be polarized to a range of phenotypes that promote or resolve inflammation (1). Activation of toll-like receptors (TLRs) and cytokine receptors skews macrophages towards a more proinflammatory phenotype (e.g. “M1”) that is commonly observed in chronic inflammatory and autoimmune conditions, such as atherosclerosis (2), obesity (3), rheumatoid arthritis (4), and lupus (5). Contrastingly, skewing macrophages toward a proresolving phenotypes (e.g. “M2”) can initiate repair of damaged tissue, phagocytose and clear dead cells, and suppress the inflammatory response (1). Thus, interventions that suppress macrophage activation or promote their proresolving effects may be able to alleviate chronic inflammation and autoimmune diseases.

Pathogen-derived stimuli are frequently used to activate immune cells to investigate their inflammatory response *in vitro* and *in vivo*. Bacterial lipopolysaccharide (LPS), a prototypical pathogen-derived inflammatory trigger, is a component of the gram-negative bacterial cell wall and a potent agonist for the pattern recognition receptor TLR4 in macrophages (6). TLR4 promotes classical activation to the M1 phenotype *via* multiple signaling pathways that involve MAP kinases, NF-κB, and interferon (IFN) response factors (IRF) that promote time-dependent upregulation of inflammation-linked genes (7, 8). Genes associated with transcriptional machinery are among the first induced because of TLR4 activation, followed by a large repertoire of proinflammatory cytokine, chemokine, and Type 1 interferon (IFN1)-regulated genes. In the absence of prolonged stimulation, TLR4-stimulated inflammation is modest and self-resolving. Thus, induced genes and their protein products peak at specific timepoints, followed by rapid degradation. However, in situations of prolonged and unresolved inflammation, many of these genes may remain elevated, contributing to pathophysiological effects (9, 10). Chronic inflammatory and autoimmune diseases often result from such aberrantly prolonged signaling, making it of paramount importance to identify ways to subdue proinflammatory and IFN1-regulated gene responses and/or hasten their resolution.

Preclinical and clinical studies reveal that dietary or pharmacological intervention with long chain omega-3 polyunsaturated fatty acids (PUFAs) such as docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA) ameliorate symptoms and reduce biomarkers in inflammatory diseases, including rheumatoid arthritis (11), cardiovascular disease (12, 13), and lupus (14, 15). *In vivo*, dietary supplementation with omega-3 PUFAs elevates their presence in the phospholipid membranes in individual tissues, red blood cells, and blood lipid pools. There are multiple macrophage-dependent mechanisms by which elevated omega-3 PUFAs may suppress inflammation and promote resolution [reviewed in (16)]. For example, increasing membrane omega-3 PUFAs can influence lipid raft formation, altering aggregation and activation of transmembrane receptors that initiate inflammatory signaling pathways. Another mechanism is interference with NF-κB signaling by intracellular activation of the transcription factor PPARγ or extracellular activation G-coupled protein receptor (GPCRs) such as GPR40 and GPR120. Finally, shifting the balance of lipid metabolites from pro-inflammatory omega-6-derived oxylipins to proresolving omega-3-derived oxylipins, such as the highly bioactive resolvins, maresins, and protectins, promotes an anti-inflammatory phenotype (17).

While investigations employing supplementation of macrophages *in vitro* with long chain omega-3 PUFAs have provided insight into how these dietary lipids influence inflammatory pathways (16, 18, 19), these mechanistic studies typically have relied on bulk mRNA analyses and often utilized cloned macrophage cell lines. The rationale for this investigation, was to address these limitations by employing single cell RNA sequencing (scRNAseq) in conjunction with a novel, self-renewing fetal liver-derived macrophage (FLM) model (20) to better understand how DHA influences LPS-triggered inflammation-related gene expression of individual macrophages. Our findings yield new perspectives into multiple overlapping mechanisms by which DHA may influence time-dependent TLR4-driven proinflammatory and IFN1-regulated gene responses in macrophages.

## Methods

### Animals and euthanasia

Experimental protocols were approved by the Institutional Animal Care and Use Committee at MSU (AUF #PROTO201800113). C57BL/6J mice (strain 000664) were obtained from The Jackson Laboratory (Bar Harbor, ME). Mice were given free access to food and water under controlled conditions (humidity: 40–55%; lighting: 12-h light/dark cycles; and temperature: 24 ± 2°C) (21). Mice were bred and livers were excised from murine fetuses at 14-18 gestational days (20). Dams were euthanized by CO_2_ inhalation for 10 min to ensure death to neonates, which are resistant to anoxia. Cervical dislocation was used as a secondary form of death for the dam. Fetuses were immediately removed, and loss of maternal blood supply served as a secondary form of death for the fetuses.

### Generation and maintenance of FLM cultures

FLMs were generated and maintained using a modification of the method described by Fejer and coworkers (20). Briefly, fetal livers were dissociated into a single cell suspension in sterile phosphate buffered saline (PBS), filtered through a 70-micron filter, and centrifuged at 220 *x*g for 5 minutes. Cells were washed twice with sterile PBS, resuspended in modified Roswell Park Memorial Institute (mRPMI) Medium (Thermo Fisher) containing 10% fetal bovine serum (FBS, Thermo Fisher), 1% penicillin-streptomycin (P/S, Thermo Fisher) and 30 ng/mL murine granulocyte-monocyte colony stimulating factor (mGM-CSF, Peprotech), and plated in 10-cm treated culture dishes (1 liver/dish). The following day, half of the media was replaced with fresh mRPMI. Media was refreshed in this manner every 2 to 3 d, until an adherent monolayer was achieved within 1 to 2 wk. At this time, cells were either frozen for cryostorage or passaged for experiments. Initially, FLMs cultured under these conditions have an ovoid morphology and proliferate slowly, but after approximately 5 to 10 passages, cells become spindleloid and proliferate rapidly. FLMs used for experiments in this study were between passage 10 and 20.

For fatty acid incorporation studies, DHA (NuChek Prep, Elysian, MN) was prepared as a 3:1 complex with fatty-acid free bovine serum albumin (BSA, Millipore Sigma, Burlington, MA) (18, 22). Cells were then incubated for 24 h in serum-reduced mRPMI medium (0.25% FBS, 1% P/S, 30 ng/mL mGM-CSF) with 25 µM DHA + 8.3 µM BSA or with 8.3 µM BSA as vehicle. The serum concentration was reduced to maximize DHA’s incorporation into the phospholipid membrane by removing competing fatty acids present in serum.

For TLR4 stimulation, a stock solution of LPS (*Salmonella enterica* serotype typhimurium containing <1% protein impurities, Millipore Sigma) was prepared in sterile PBS. The solution was thoroughly vortexed and sonicated before use, and dilutions were prepared in serum-reduced mRPMI medium. Cells were stimulated with 20 ng/mL LPS, which was chosen based on a time course and dose response that showed sufficient expression of a few key inflammatory genes with this dose of LPS at 1 and 4 h (**Figure S1**).

### Single cell isolation, library preparation, and sequencing

The overall experimental design for deriving scRNAseq samples is depicted in **Figure 1A**. Briefly, FLMs were seeded in 6-well plates at -48 h in complete media. At -24 h, media was changed to contain 25 μM DHA or vehicle (Veh, 8.3 μM BSA) and 0.25% FBS. At time 0 h (24 h after DHA supplementation), cells were treated with 20 ng/mL LPS. Treatment conditions were as follows: i) Con (control, collected at -24 h); ii) Veh.LPS.0 (treated with 8.3 μM BSA, collected at 0 h); iii) DHA.LPS.0 (treated with 25 μM DHA + 8.3 μM BSA, collected at 0 h); iv) Veh.LPS.1 (treated with 8.3 μM BSA, collected 1 h post-LPS); v) DHA.LPS.1 (treated with 25 μM DHA + 8.3 μM BSA, collected at 1 h post-LPS); vi) Veh.LPS.4 (treated with 8.3 μM BSA, collected 4 h post-LPS), and vii) DHA.LPS.4 (treated with 25 μM DHA + 8.3 μM BSA, collected at 4 h post-LPS). Sample start times were staggered to allow collection of all samples simultaneously, after the indicated treatment times. Cells were lifted from 6-well plates using Accutase^®^ (Millipore Sigma) and washed twice with ice cold sterile PBS to remove residual enzyme. Cell viability immediately after lifting and prior to single cell isolation was assessed by Trypan Blue exclusion test. All treatment groups had a viability of >90%. Single cells were isolated and RNA libraries prepared using the 10x Chromium SingleCell 3′ RNAseq kit (v3 Chemistry, 10X Genomics), per the manufacturer’s instructions. Sample quality control was performed at the Michigan State University Genomics Core followed by sequencing at Novogene. Libraries were sequenced on an Illumina Novaseq using S4 chemistry, obtaining >100K reads/cell. Reads were demultiplexed and subsequently counted with the Cell Ranger v2.1.1 (23) mkfastq and count pipeline respectively.

**Figure 1:**
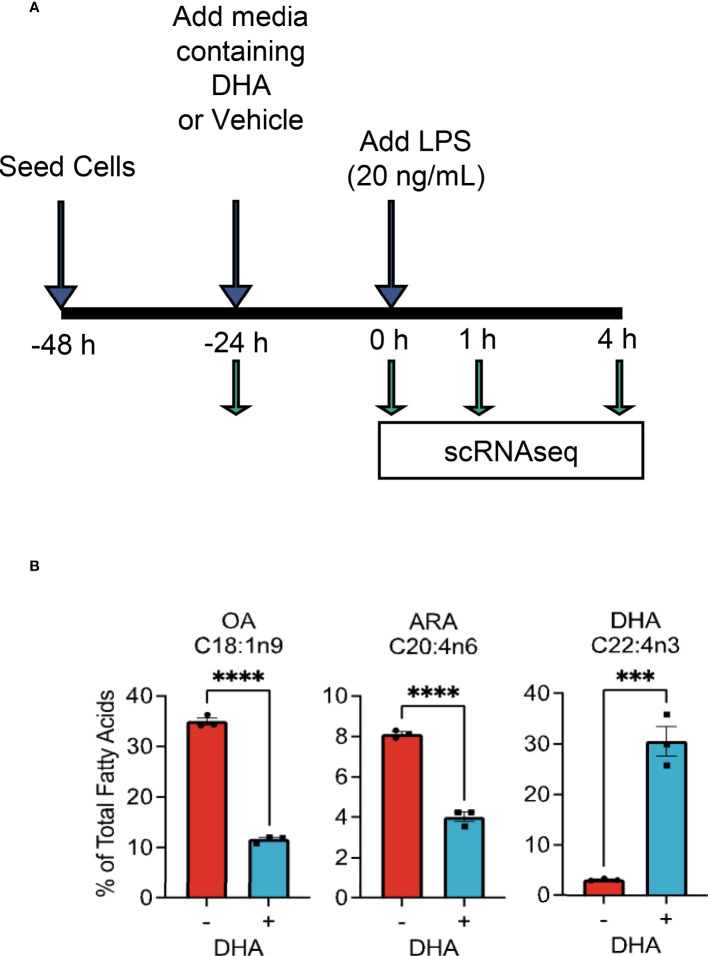
Experimental design for scRNAseq and DHA incorporation into FLMs. **(A)** FLMs were seeded in 6 well plates at -48 h in mRPMI medium containing 10% FBS. At -24h, medium was replaced with mRPMI containing 0.25% FBS with either DHA or Veh. At time 0 h (24h after DHA supplementation), cells were treated with 20 ng/mL LPS. Sample start times were staggered to allow collection of all samples simultaneously, after the indicated treatment times. **(B)** DHA supplementation results in increased DHA levels in the phospholipid membrane at the expense of oleic acid and arachidonic acid. Cells treated with DHA or Veh for 24 h were collected in methanol and analyzed by GC-FID at OmegaQuant LLC. Fatty acid levels expressed as a percent of all fatty acids measured. Asterisks indicate significant differences (****p<0.0001, ***p<0.001) between Veh (-) and DHA (+) treatment groups, as assessed by Student’s t-tests.

### Seurat analysis

Data were analyzed further with Seurat package v3.1.1 (24) in RStudio-server v1.3.959-1 (25) using R v3.06 (26). After importing the raw counts they were filtered to remove low quality cells (**Figures S2A, B**). Only cells with fewer than 20% mitochondrial genes and over 20000 unique UMI reads mapping to at least 2000 unique genes were included. The remaining cells were then subjected to normalization with the Seurat SCTransform function. Subsequently, the dimensionality of the data was reduced using a Principal Component Analysis (PCA). Clusters were identified using the FindClusters function in Seurat, which were visualized using the Uniform Manifold Approximation and Projection (UMAP) technique.

### SCENIC analysis

Single-cell regulatory network inference and clustering (SCENIC) was used to detect which transcription factor programs were most strongly affected by DHA in 4 h LPS-treated cells (27). Briefly, the SCENIC workflow consists of three steps: 1) the GENIE3 package is used to identify genes co-expressed with transcription factors, 2) the RcisTarget package is used to perform *cis*-regulatory motif analyses of co-expressed genes to identify potential binding targets for the transcription factor in question, and 3) the AUCell package is used to assign a score to each cell based on the activity of the regulon, which is the network of genes likely driven by an individual transcription factor.

### Heatmaps

Heatmaps were generated using the pheatmap package in R Studio (28), based on scaled gene expression data or regulon AUC values for individual cells. Ward’s criteria were used as the clustering method. The “cutree_columns” function was used to break the heatmap into clusters. No scaling was applied as the input values were already scaled for individual cells and regulons.

### Bulk qPCR

For confirmatory bulk PCR studies, cells were treated in 12-well plates with 25 μM DHA/8.3 μM BSA or Veh (8.3 μM BSA) for 24 h and 20 ng/mL LPS for 1 and 4 h. Approximately 5x10^5^ cells were collected for RNA extraction and gene expression analysis carried out as previously described (18, 29). Gene expression was calculated as the relative copy number (18, 30).

### Western blotting

NF-κB Western blotting was carried out as reported previously (18). Briefly, whole cell lysates were isolated, with Halt™ Protease and Phosphatase inhibitors (Thermo Fisher) included in RIPA buffer (Thermo Fisher) during lysis. Nuclear and cytoplasmic extracts were prepared using a Nuclear Extract kit (Active Motif). Protein was quantified using a Pierce™ BCA protein assay (Thermo Fisher), after which all samples were adjusted to the same concentration. Samples were loaded in lanes of pre-cast 4-20% Mini-Protean TGX Protein Gels (Bio-Rad) and electrophoresis performed at 100V for 90 min in a BioRad mini-PROTEAN tetra vertical electrophoresis chamber. Proteins were transferred to a low fluorescence nitrocellulose membrane (Bio-Rad) using the Bio-Rad TransBlot Turbo System, per the manufacturer’s instructions. Antibody binding was performed using an iBind Flex apparatus per the manufacturer’s instructions. The following primary antibodies used at the indicated dilution: Rabbit anti-Actin (Cell Signaling Technologies, 1:4000), NF-κB (CST, 1:1000), phospho-NF-κB (CST, 1:1000), IκB (CST, 1:1000), phospho-IKB kinase (CST, 1:1000). The following Licor (Lincoln, Nebraska) near infrared fluorescent secondary antibodies were used: IRDye^®^ 680LT (1:4000) and IRDye^®^ 800CW (1:3000). Blots were read using a Licor Odyssey Imaging System.

### Fatty acid analyses

To measure phospholipid fatty acid content, cell pellets were stored in 100% methanol at -80°C until analysis by gas chromatography (GC) with flame ionization detection at OmegaQuant, LLC. Cell pellets were transferred to screw-cap glass vials containing 1,2-ditricosanoyl-sn-glycero-3-phosphocholine (di-C23:0 PL) (Avanti Polar Lipids, USA) as an internal standard followed by a modified Folch extraction. A portion of the organic layer was spotted on a TLC plate developed with 8:2:0.15 (hexane:ethyl ether:acidic acid) to separate the lipid fractions. After the TLC plate was dry the phospholipid band was scrapped into a screw-cap glass vial with methanol containing 14% boron trifluoride (Sigma-Aldrich, St. Louis, MO). The vial was briefly vortexed and heated to 100˚C for 10 minutes. After cooling, HPLC grade water and hexane (EMD Chemicals, USA) were added sequentially, the tubes were recapped, vortexed and centrifuged promote phase separation. GC of the hexane layer was carried out using a GC2010 Gas Chromatograph (Shimadzu Corporation, Columbia, MD) equipped with a SP2560, 100-m fused silica capillary column (0.25 mm internal diameter, 0.2 μm film thickness; Supelco, Bellefonte, PA).

Fatty acids were identified by comparison with a standard mixture of fatty acids (GLC 782, NuCheck Prep) and an internal standard (C23:0 FAME, NuCheck Prep). The di-C23:0 PL was used to calculate recovery efficiency of the assay and applied to all fatty acids. The following 24 fatty acids (by class) were identified: saturated (14:0, 16:0, 18:0, 20:0, 22:0 24:0); cis monounsaturated (16:1, 18:1, 20:1, 24:1); trans (16:1, 18:1, 18:2), cis n-6 polyunsaturated (18:2, 18:3, 20:2, 20:3, 20:4, 22:4, 22:5); cis n-3 polyunsaturated (18:3, 20:5, 22:5, 22:6). Fatty acid composition was expressed as a percent of total identified fatty acids and concentrations as µg/vial of cell pellets.

### Data visualization and statistics

Data were plotted in R Studio version 1.1.442 using ggplot2 (31) and in GraphPad Prism version 9.1.0 (San Diego, California, USA, www.graphpad.com). Non-parametric versions of statistical tests were used where appropriate, as noted in figure legends.

## Results and discussion

### DHA supplementation increases DHA in FLM membrane

We selected the dose of 25 µM DHA based on previous findings in RAW264.7 murine macrophages, where this dose effectively protected these cells from cell death and IL-1 cytokine release following NLRP3 inflammasome activation (18). This fatty acid supplementation protocol resulted in a 10-fold increase incorporation of DHA into the phospholipid fraction of FLMs at 0 h before LPS activation with concurrent reductions of oleic acid, a monounsaturated fatty acid, and arachidonic acid, an omega-6 PUFA (**Figure 1B** and **Table 1**). These results are consistent with our previous findings (18), suggesting similar incorporation efficiency in RAW264.7 macrophages and self-renewing FLMs.

**Table 1:** Fatty acid composition of cells treated with Veh (BSA, 8.3 μM) or DHA-BSA complex (25 μM DHA, 8.3 μM BSA).

		Veh	DHA
Fatty acid	Chemical formula	*% of total fatty acids, mean± SD*	
Myristic	C14:0	2.18 ± 0.19	3.23 ± 0.43*
Palmitic	C16:0	10.76 ± 0.7	19.54 ± 5.32*
Palmitelaidic	C16:1ω7t	0.73 ± 0.34	0.57 ± 0.29
Palmitoleic	C16:1ω7	4.39 ± 0.64	0.77 ± 0.31***
Stearic	C18:0	12.85 ± 0.47	13.54 ± 3.75
Elaidic	C18:1t	1.64 ± 0.07	0.66 ± 0.64
Oleic	C18:1ω9	34.97 ± 1.17	11.68 ± 0.66***
Linolaidic	C18:2ω6t	1.68 ± 0.81	1.78 ± 0.48
Linoleic	C18:2ω6	3.10 ± 0.56	1.95 ± 0.32*
Arachidic	C20:0	0.47 ± 0.16	0.63 ± 0.20
Gamma-Linolenic	C18:3ω6	0.48 ± 0.15	0.30 ± 0.04
9-Eicosanoic	C20:1ω9	2.32 ± 0.21	1.25 ± 0.34**
Alpha-Linolenic	C18:3ω3	0.35 ± 0.04	0.29 ± 0.09
Eicosadienoic	C20:2ω6	0.28 ± 0.19	0.38 ± 0.18
Behenic	C22:0	1.23 ± 0.41	1.01 ± 0.22
DGLA	C20:3ω6	0.72 ± 0.21	1.14 ± 0.39
Arachidonic	C20:4ω6	8.13 ± 0.19	4.03 ± 0.40***
Lignoceric	C24:0	1.04 ± 0.34	0.71 ± 0.22
Eicosapentaenoic	C20:5ω3	0.73 ± 0.18	1.17 ± 0.35
Nervonic	C24:1ω9	0.58 ± 0.21	0.52 ± 0.32
Docosatetraenoic	C22:4ω6	3.36 ± 0.36	1.48 ± 0.22**
Docosapentaenoic-ω6	C22:5ω6	1.59 ± 0.16	0.56 ± 0.40*
Docosapentaenoic-ω6	C22:5ω3	3.19 ± 0.09	2.30 ± 0.41*
Docosahexaenoic	C22:6ω3	3.20 ± 0.21	30.53 ± 5.09***
Total SFA		28.54 ± 1.22	38.66 ± 9.08
Total MUFA		44.64 ± 1.70	15.45 ± 2.10***
Total ω-6		19.35 ± 0.66	11.60 ± 1.68**
Total ω-3		6.74 ± 0.20	33.11 ± 5.45**
Omega-3 Index		3.93 ± 0.37	31.70 ± 5.15***

Asterisks indicate significant change in DHA-supplemented vs Veh group, as determined by Student’s t-test (*p<0.05, **p<0.01, ***p<0.001).

### Clustering is driven by LPS treatment and cell cycle phase

Seurat identified ten distinct clusters of cells, which visually separated into four time-associated groups (**Figure S3A**) When individual cells were colored according to treatment group, it was evident that culturing for 24 h with reduced serum resulted in a separation from the control group at 0 h (**Figure S3B**). 

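FLMs, macrophages grown from mouse fetal liver, were profiled in droplets that each label the RNA of a single cell, with a unique molecular identifier (UMI) on every captured molecule. The authors deposited, for each of 7 libraries, their Cell Ranger counts of UMIs per gene in each barcode called as a cell, without normalization and without the later filter on cells. The header of each count file names software version 3.1.0, which is not the version in the paper's methods, and the paper's text does not name the genome build. Con cells were kept in 10% FBS. The other 6 libraries came from cells kept for 24 h in 0.25% FBS with 25 µM DHA on 8.3 µM BSA, or with BSA alone (Veh), and then given 20 ng/mL LPS for 0, 1 or 4 h. There was 1 library per condition, so no difference between conditions has a replicate check, and intervals cover counting error only. The files held 4652 barcodes for Con, 4461 for Veh.LPS.0, 3773 for DHA.LPS.0, 5705 for Veh.LPS.1, 4395 for DHA.LPS.1, 2443 for Veh.LPS.4 and 5722 for DHA.LPS.4. A mitochondrial share of at least 20% of UMIs was found in 29.0% of the barcodes of Con, in 37.8%, 35.8% and 54.7% of those of Veh at 0, 1 and 4 h, and in 76.4%, 74.4% and 80.0% of those of DHA at the same hours. With the limits on mitochondrial share, UMIs and genes in the paper's methods, 2908 cells of Con remained, with 2481, 3073 and 993 of Veh and 698, 795 and 692 of DHA at 0, 1 and 4 h. Their median depth was 40486 UMIs in Con, 36897, 29369 and 56239 in Veh and 46928, 37202 and 29631 in DHA. The paper gives its depth as reads per cell, and the values here use UMIs. The UMIs of the remaining cells were summed per gene and library and scaled by the library's total to CPM. These totals were 125716982 UMIs for Con, 98763388, 94540624 and 58598526 for Veh and 35027812, 31815789 and 22045775 for DHA. Ratios between libraries are ratios of CPM, given as log2 values where named so, and their 95% intervals are exact binomial intervals on the summed UMIs. Genes were counted as higher or lower by size alone, with the paper's limits on the ratio and on the share of cells with a UMI, since cells of 1 library are not replicates. Such counts are not counts of differentially expressed genes.

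**Figure D1:**
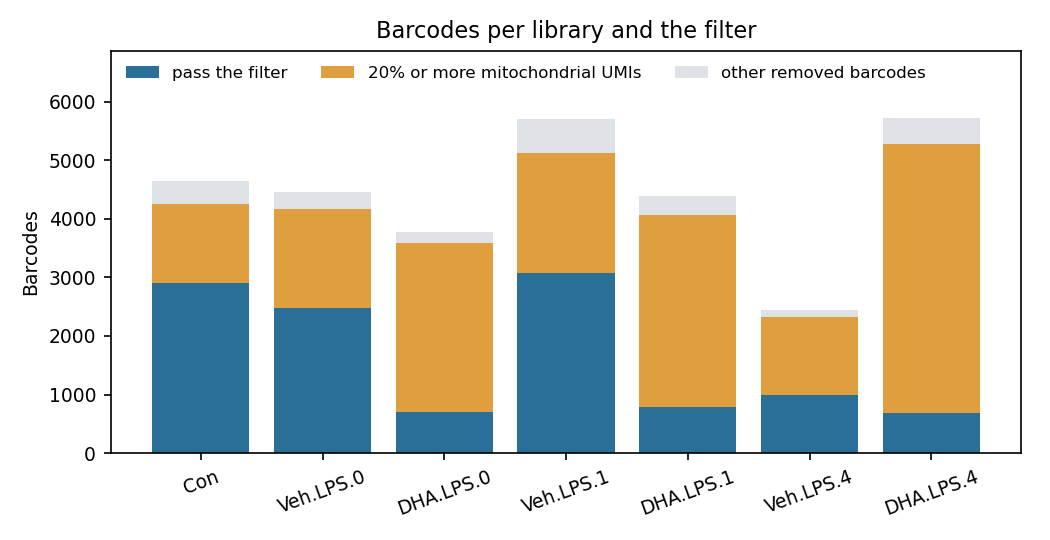
Barcodes in each of the 7 libraries, divided into cells that pass the paper's filter, barcodes with at least 20% mitochondrial UMIs and other removed barcodes. Cells that pass make up 40.6% to 62.5% of the barcodes of Con and Veh and 12.1% to 18.5% of those of DHA.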

Cells treated with and without LPS for 1 or 4 h separated from one another in the UMAP projection. Veh- and DHA-treated cells clustered closely together. Hence, serum reduction and LPS treatment had a greater effect on the gene expression profile than DHA supplementation. 

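Among genes with a UMI in at least 50% of the cells of either library, 1018 of 6168 differed by more than 1.5-fold between Veh.LPS.0 and Con. With LPS, 373 of 5777 such genes differed between Veh.LPS.1 and Veh.LPS.0, and 2772 of 6297 between Veh.LPS.4 and Veh.LPS.0. Between DHA and Veh, 99 of 6276 genes differed at 0 h, 138 of 5404 at 1 h and 207 of 5579 at 4 h. The interquartile range of the log2 ratio was 0.52 for serum reduction and 0.90 for 4 h of LPS. It was 0.24 for 1 h of LPS, within the range of 0.21 to 0.25 for DHA at the 3 hours. Nearest neighbours were then found among 600 cells per library, each thinned to 20000 UMIs, on 30 principal components of the 2000 most variable genes. Of the 20 nearest neighbours of Veh.LPS.0 cells, 25.0% came from DHA.LPS.0, with 17.9% at 1 h and 18.2% at 4 h for the same pair of treatments. Of the neighbours of DHA cells, 27.8%, 22.4% and 12.1% came from Veh at 0, 1 and 4 h. Cells of all 7 libraries mixed at random would give 14.3% from any 1 other library. Most neighbours came from the cell's own library, with 73.35% for Veh and 69.5% for DHA at 0 h. These shares were 80.2% and 73.6% at 1 h and 80.3% and 85.3% at 4 h. Veh and DHA of an hour were thus nearest to each other but largely apart. No library of another hour, nor Con, gave more than 2.19% of the neighbours of any library.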

Within each of the four main clusters, cells separated based on cell cycle phase, as assigned using the Seurat CellCycleScoring tool (**Figure S3C**).

Due to the robust transcriptional differences resulting from serum reduction and from cell cycle phase, we chose to create a new Seurat object including only FLMs cultured with reduced serum and where cell cycle genes were regressed out (**Figure 2A**). Cells still clustered based on cell cycle phase, but to a lesser extent than in the original Seurat object (**Figure 2B**). 

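Phases were called with Seurat's CellCycleScoring over the 6 reduced-serum libraries together, on cells thinned to the same depth of 20000 UMIs. S or G2M was called for 66.3% of Veh.LPS.0 cells (exact binomial 95% interval 64.4 to 68.2, 2481 cells) and for 46.1% of DHA.LPS.0 cells (42.4 to 49.9, 698 cells). The shares were 64.8% in Veh.LPS.1 (63.1 to 66.5, 3073 cells) and 43.3% in DHA.LPS.1 (39.8 to 46.8, 795 cells). The alternative that moved these 4 shares most was a lower limit of 10000 UMIs per cell, which gave 62.7% in Veh.LPS.1. Phase calls also read free RNA from other cells, which stays open as part of the difference, so cycling is not read from them. Mki67 (ENSMUSG00000031004) and Top2a (ENSMUSG00000020914) are in the gene lists that make the calls and so are no separate evidence. Mki67 had 344 CPM in DHA.LPS.0 and 477 CPM in Veh.LPS.0, and 316 and 486 CPM at 1 h. Top2a had 329 and 444 CPM at 0 h and 293 and 450 CPM at 1 h.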

The number of cycling cells was reduced with DHA treatment in the absence of LPS and in the 1 h LPS treatment group. 

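After 4 h of LPS, 16.6% of Veh cells were called S or G2M (interval 14.4 to 19.1, 993 cells) and 27.3% of DHA cells (24.0 to 30.8, 692 cells). With the scoring of scanpy in place of Seurat's, the share in Veh.LPS.4 was 20.3%, the largest move of any of the 6 libraries under the alternatives run. Mki67 had 97.3 CPM in Veh.LPS.4 and 153 CPM in DHA.LPS.4, and Top2a had 103 and 164 CPM.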

Treatment with LPS for 4 h substantially reduced the number of cycling cells (**Figure 2C**).

**Figure 2:**
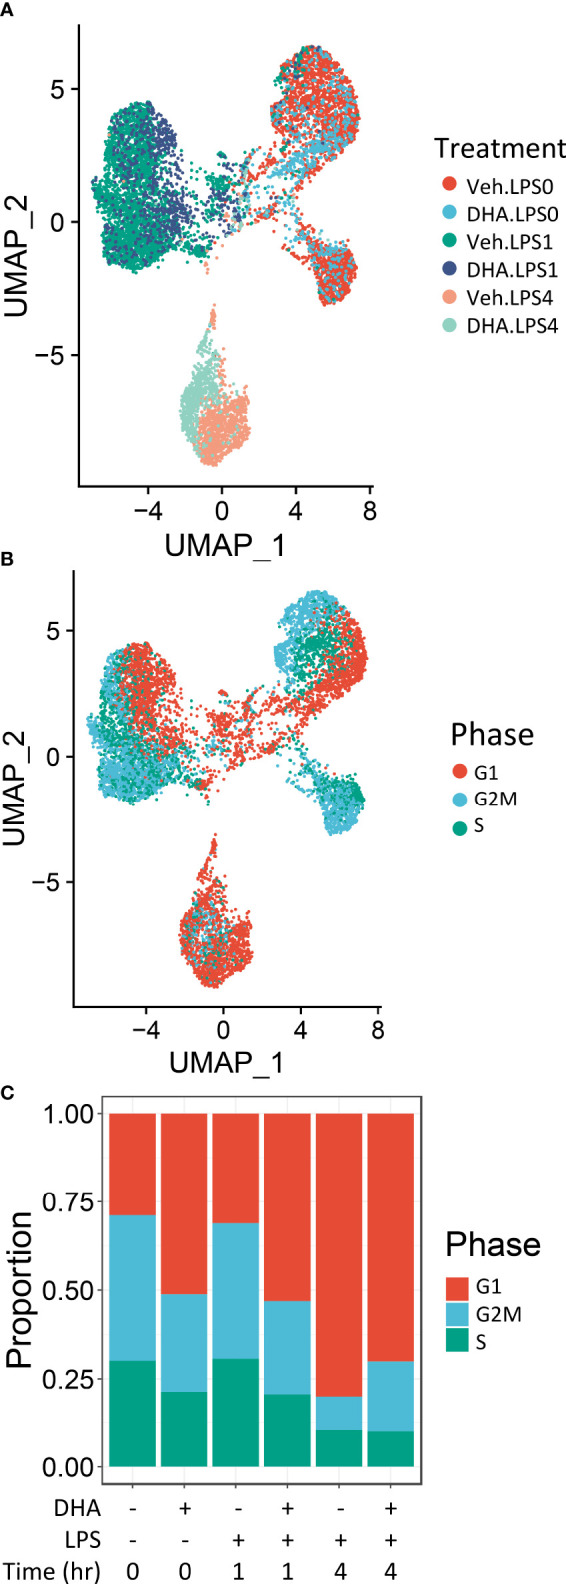
Cells cluster according to the presence and duration of LPS treatment. **(A)** Uniform manifold approximation and projection (UMAP) clustering revealed 3 distinct clusters of cells representing cells that received no LPS treatment cells treated for 1 h, and cells treated for 4h. **(B)** Distinct subclusters are present for cells in the G1, S and G2 phases of the cell cycle, as identified by Seurat CellCycleScoring function. **(C)** Treatment with DHA and with LPS influence the proportion of cells in each phase of the cell cycle.

### FLMs retain macrophage-specific phenotype

Sequencing data confirmed expression of macrophage-identifying genes in most cells in all clusters indicating that the FLM model maintained a macrophage-specific phenotype (**Figure 3**). Highly prominent was lineage-determining transcription factor PU.1 (*Spi1*), which is critical in macrophage and monocyte development (32). 

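Spi1 (ENSMUSG00000002111) had 228 CPM in Con, 196, 205 and 317 CPM in Veh at 0, 1 and 4 h, and 171, 175 and 271 CPM in DHA at the same hours. A Spi1 UMI was found in at least 99.02% of the cells of each of the 7 libraries.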

PU.1 is considered to be a pioneer transcription factor that binds to closed chromatin and prime promoter-distal enhancers. Other macrophage-defining genes that were similarly expressed strongly across all clusters included *Itgam*, *Fcer1g*, *Tyrobp*, *Cd68*, and *Cd14* (33–35). 

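Over the 7 libraries, Itgam (ENSMUSG00000030786) ranged from 141 to 175 CPM, Fcer1g from 857 to 1545 CPM and Tyrobp from 721 to 1082 CPM. Cd68 ranged from 296 to 465 CPM and Cd14 from 631 to 1943 CPM, with the highest value of Cd14 in Veh.LPS.4. The lowest share of cells with a UMI of any of these genes and Spi1 was 96.0%, for Itgam in DHA.LPS.1. Every cell held at least 3 of 9 macrophage markers, these 6 genes with Csf1r, Adgre1 and Lyz2, and Lyz2 had 1909 to 2474 CPM. No cell held 3 markers of neutrophils, mast cells, erythroid cells, hepatocytes, stromal cells, dendritic cells or lymphoid cells, which allows a share of up to 0.434% of such cells in DHA.LPS.4, the smallest library. No other cell type was there to measure free RNA in, so shares of cells with a UMI stand without such a comparison. The hepatocyte gene Afp (ENSMUSG00000054932) had 5.45 to 7.54 CPM, while Alb had no UMI in any library and Apoa2 at most 7.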

The demonstration that macrophage-identifying genes are present in most cells across all time and treatment clusters supports the contention that self-renewing FLMs are a robust macrophage model.

**Figure 3:**
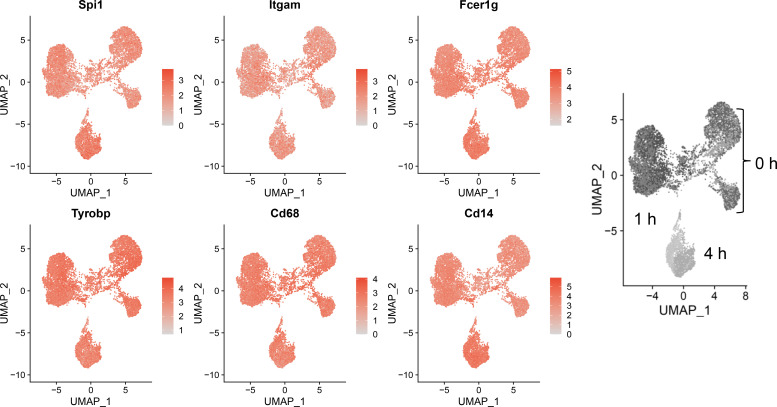
Self-renewing FLMs consistently express macrophage-specific genes across all times and treatments. Normalized expression values of individual macrophage-specific genes are overlayed on all cells are plotted using the Seurat FeaturePlot function. Macrophage-identifying genes are present in most cells in all time and treatment clusters indicating robustness of the self-renewing FLM model. Gray-scale image on right derived from (**Figure 2A**) indicates timepoints represented in clusters.

### DHA influences expression of genes involved in the antioxidant response, lipid and cholesterol metabolism, proliferation, metal homeostasis, and immune modulation at 0 h

We identified 35 differentially expressed genes in the DHA treatment group compared to the Veh treatment group at 0 h (no LPS treatment) (**Figure 4A**). Of these, 11 were downregulated and 24 were upregulated. 

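By size alone, 56 genes were higher and 43 lower in DHA.LPS.0 than in Veh.LPS.0, by more than 1.5-fold and with a UMI in at least 50% of the cells of either library. All 24 higher and all 11 lower genes of Fig. 4A were among them. The alternative that moved these counts most was to drop the limit on the share of cells, which gave 532 higher and 698 lower genes. With counts corrected by SCTransform, the normalization that the paper names, and a pseudocount of 1, a choice made here, 24 genes were higher and 13 lower. Without any filter on barcodes, 67 genes were higher and 199 lower, so the share of higher genes was 25.2%, against 56.6% with the filter, and only 12 of the 56 higher and 23 of the 43 lower genes recurred. That setting moved the median log2 ratio of genes with a UMI in at least 50% of cells from -0.04 to -0.25. In the removed barcodes alone, with mitochondrial UMIs left out of the total, the 24 higher genes of Fig. 4A had a median of 0.72. The 11 lower genes had a median of -0.74 there. With the filter, the highest ratios were those of Plin2, Mt2, Klf2, Ftl1-ps1 and Chchd10, and the lowest those of Scd1, Slc39a10, Hist1h2ap, Samd1 and Scd2. Slc39a10 (ENSMUSG00000025986), a zinc transporter, fell from 114 to 37.0 CPM, and Samd1 from 22.7 to 9.85 CPM.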

GO analysis only returned pathways that overlapped with 2 or 3 of the differently expressed genes, which made it difficult to determine the relevance of these results. We therefore chose to forego the GO analysis and instead performed literature searches to identify the cellular pathways involved with the differentially expressed genes.

**Figure 4:**
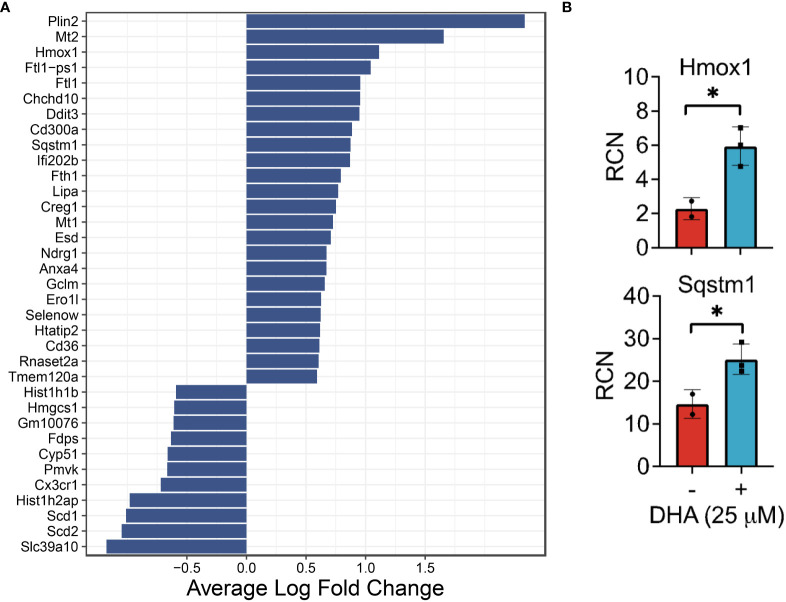
DHA influences expression of genes in FLMs involved in lipid uptake/metabolism (*Cd36, Plin2, Lipa*), antioxidant response (*Sqstm1, Hmox1, Chchd10)*, metal homeostasis (*Mt1, Mt2, Ftl1, Fth1)* and immune regulation (*Ifi202b, Cd300a, Anxa4*) at 0h. **(A)** Differentially expressed genes were identified using the Seurat FindMarkers function, with thresholds set to select genes with >1.5-fold change (Adjusted *p*-value < 0.001) in gene expression and genes expressed in at least half in the Veh.LPS.0 or DHA.LPS.0 groups. **(B)** Expression of *Hmox1* and *Sqstm1*, two genes induced by DHA treatment, was confirmed using bulk qPCR of samples treated in parallel with treatments for single cell isolation. Asterisks indicated significant differences *p<0.05) between Veh (-) and DHA (+) groups, as assessed by Student’s t-tests.

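Cd36 (ENSMUSG00000002944) had 51.6 CPM in DHA.LPS.0 and 27.3 CPM in Veh.LPS.0, a ratio of 1.89 (interval 1.78 to 2.01). In cells thinned to equal depth, a Cd36 UMI was found in 35.2% of DHA.LPS.0 cells and 27.7% of Veh.LPS.0 cells. Hmox1 (ENSMUSG00000005413) rose from 71.0 to 172 CPM, a ratio of 2.42 (2.34 to 2.51), and Sqstm1 from 153 to 286 CPM, a ratio of 1.87 (1.83 to 1.92). Gclm rose from 75.1 to 127 CPM, a ratio of 1.70 (1.63 to 1.76). The ferritin chains Ftl1 and Fth1 rose from 9087 to 17376 CPM and from 11841 to 20554 CPM, and Ftl1 shares reads with copies such as Ftl1-ps1, so its value is uncertain. A list of 20 NRF2 target genes was written before the data were examined, as were the other lists, the comparisons of DHA with Veh and of LPS with Veh.LPS.0, the size limits for counting genes and all but 2 of the alternatives. Of the 19 of its genes with at least 10 UMIs in both libraries, 17 were higher with DHA, 3 of them by more than 1.5-fold, with a median log2 ratio of 0.33 (0.25 to 0.39). The central 95% of 10000 random lists matched on mean expression lay between -0.13 and 0.04. The alternative that moved this median most was the use of all barcodes, which gave 0.03. Hmox1 and Gclm of this list are in Fig. 4A and so were picked from these libraries, 1 of the 20 is also in another list, and without those 2 the median was 0.27, with 15 genes higher and 2 lower.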

DHA augmented expression of multiple genes that play roles in the antioxidant response and known to be induced by NRF2, including *Cd36*, *Sqstm1, Hmox1, Ftl1, Fth1*, and *Gclm* (36, 37). Bulk qPCR confirmed expression of *Hmox1* and *Sqstm1*, which encode the proteins heme-oxygenase-1 and sequestisome-1 and play roles in reducing reactive oxygen species and promoting autophagosome formation, respectively (38, 39) (**Figure 4B**). Augmented expression of NRF2-mediated genes is consistent with findings in other *in vitro* macrophage models and in preclinical animal studies employing omega-3 PUFA supplementation or endogenous omega-3 PUFA production promoted by expression of the *Fat1* transgene (40–44). Many NRF2 targets are important for detoxifying and countering oxidative stress within the cell, thus activation of this pathway has been posited as a key mechanism by which omega-3 PUFAs counter inflammatory stimuli. This mechanism is believed to involve ROS-induced non-enzymatic omega-3 PUFA oxidation products which form adducts with Kelch-like ECH-associated protein 1 (KEAP1) (45). While unmodified KEAP1 sequesters NRF2 in the cytoplasm, its adduction permits release of NRF2 into the cytoplasm thereby promoting expression of antioxidant genes. Thus, FLMs could be used in the future to track intracellular movement of KEAP1 and NRF2 in the presence and absence of DHA and other omega-3 PUFAs.

DHA also augmented genes involved in lipid uptake and synthesis, including *Cd36* (a scavenger receptor involved in lipid uptake)*, Plin2* (associated with lipid droplet formation), and *Lipa* (lipase involved in lysosomal degradation of lipids) (**Figure 4A**). In contrast, DHA-treated cells had lower expression levels of genes involved in cholesterol synthesis (*Scd1, Scd2*, *Pmvk, Cyp51, Hmgcs1, Fdps*). 

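Plin2 (ENSMUSG00000028494) had 419 CPM in DHA.LPS.0 and 68.0 CPM in Veh.LPS.0, a ratio of 6.16 (interval 5.98 to 6.34), the highest of all genes past the limits. Lipa (ENSMUSG00000024781) had 178 and 97.9 CPM, a ratio of 1.82 (1.76 to 1.87).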

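Scd1 (ENSMUSG00000037071), a fatty acid desaturase, had 6.59 CPM in DHA.LPS.0 and 42.3 CPM in Veh.LPS.0, a log2 ratio of -2.68, and Scd2 had 167 and 369 CPM. A Scd1 UMI was found at equal depth in 10.6% of DHA.LPS.0 cells and in 51.5% of Veh.LPS.0 cells. Pmvk had 56.3 CPM with DHA and 105 CPM without, Cyp51 87.8 and 150 CPM, Hmgcs1 (ENSMUSG00000093930) 68.0 and 112 CPM, and Fdps 365 and 581 CPM. Of the 20 enzymes from acetoacetyl-CoA to cholesterol, every one was lower with DHA and 12 by more than 1.5-fold, with a median log2 ratio of -0.62 (-0.66 to -0.58) where random lists gave -0.14 to 0.04. 4 of the 20 are in Fig. 4A, and the other 16 were lower as well, with a median of -0.58.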

Changes to cholesterol synthesis may be in response to changes to membrane fluidity that occur with omega-3 PUFA incorporation into phospholipids (46).

It was further notable that DHA reduced expression of histone genes (*Hist1h1b, Hist1h2ap*), which is associated with a decline in DNA synthesis (47), and increased the apoptotic transcription factor *Ddit3*, which is consistent with the observed decrease in cycling cells (**Figure 4A**). 

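Hist1h1b (ENSMUSG00000058773) had 296 CPM in DHA.LPS.0 and 491 CPM in Veh.LPS.0, and Hist1h2ap (ENSMUSG00000094777) 64.6 and 166 CPM. Histone genes have near-identical copies between which the counting could split reads, and a kit that captures polyadenylated RNA reads most of them in part, so single histone values are uncertain. All 8 genes of a list of histone genes were lower with DHA, with a median log2 ratio of -0.67, and the 6 outside Fig. 4A had a median of -0.60. A list of 8 proliferation genes, none of them in Fig. 4A, had a median of -0.38, with all 8 lower. Ddit3 (ENSMUSG00000025408) rose from 44.1 to 101 CPM, a ratio of 2.30 (interval 2.20 to 2.40).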

Previous studies have shown that treatment with high concentrations of DHA may induce apoptosis *in vitro* in breast cancer cells, likely through exaggerated activation of the pathways observed in this study (48). We conclude that, in our model, while DHA treatment did reduce cell proliferation, the concentration was not high enough to trigger excess cell death by apoptosis.

DHA increased expression of genes associated with metal homeostasis (*Mt1*, *Mt2, Ftl1, Fth1*) (**Figure 4A**). 

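Mt2 (ENSMUSG00000031762) had 268 CPM in DHA.LPS.0 and 69.6 CPM in Veh.LPS.0, a ratio of 3.85 (interval 3.73 to 3.97). Mt1 (ENSMUSG00000031765) had 537 and 308 CPM, a ratio of 1.75 (1.71 to 1.78). The pseudogene Ftl1-ps1 rose from 42.9 to 109 CPM, which reads of Ftl1 itself would also give. Of 8 genes of metal homeostasis, 5 of them in Fig. 4A, 6 were higher with DHA, each by more than 1.5-fold, and Slc39a10 and Tfrc were lower by as much.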

Metallothionines (*Mt1, Mt2*) have been implicated in reducing inflammation in chronic inflammatory disease, but their mechanism of action is unclear (49). Ferritin light chain (*Ftl1*) has been shown to reduce NF-κB activation in Raw 264.7 macrophages (50).

Other differentially expressed genes (**Figure 4A**) have functions that are less well-described, though many are implicated in pathways involved in oxidative stress, cell proliferation, and the immune response. For example, it has been shown that mutations in *Chchd10* are associated with impaired mitochondrial genome maintenance following oxidative stress (51). *Ifi202b* (also known as p202) suppresses IFN gene signaling by binding to dsDNA and preventing its access to nucleic acid sensors in the cell (52). *CD300a* is an inhibitory receptor expressed on many immune cell populations (53). *Ndrg1* acts as a tumor suppressor in some cancers and a tumor promoter in others (54). We also observed increased expression of *Anxa4*, which was shown to inhibit adenylate cyclase 5 (55) and to be upregulated in human and mouse M2-polarized macrophages *in vitro* (56).

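Anxa4 (ENSMUSG00000029994) had 174 CPM in DHA.LPS.0 and 105 CPM in Veh.LPS.0, a ratio of 1.66 (interval 1.61 to 1.71). Chchd10 (ENSMUSG00000049422) had 78.3 and 31.7 CPM and Ifi202b (ENSMUSG00000026535) 66.1 and 27.3 CPM. Cd300a had 100 and 46.0 CPM, a ratio of 2.18 (2.08 to 2.28), and Ndrg1 130 and 75.7 CPM, a ratio of 1.71 (1.65 to 1.78).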

Altogether, the DHA-mediated changes in gene expression observed at 0 h are consistent with a putative shift in macrophage phenotype that would make FLMs more resilient against subsequent inflammatory triggers.

### LPS-induced cellular pathways promoting transcription precede inflammatory gene expression

Analysis with Seurat FindMarkers revealed 88 differentially expressed genes (>2-fold) after 1 h LPS treatment and 391 differentially expressed genes (>2-fold) with 4 h LPS treatment, with 51 genes shared between the two timepoints (**Figure 5A**). Among the genes differentially expressed at 1 h, 81 were upregulated and 7 were downregulated; and among the genes differentially expressed at 4 h, 201 were upregulated and 190 were downregulated.

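By size alone, 138 genes were higher and 35 lower after 1 h of LPS than in Veh.LPS.0, by more than 2-fold and with a UMI in at least 50% of the cells of either library. After 4 h, 381 genes were higher and 1066 lower. Past the limits at both hours in the same direction were 110 genes, 85 higher and 25 lower. Both comparisons share the Veh.LPS.0 library, and counting error alone gave no shared gene in 100 simulated draws. The total of Veh.LPS.4 was taken up by fewer, more abundant genes, and the median log2 ratio of genes with a UMI in at least 50% of cells was, at 4 h, -0.28 with this scaling and 0.15 with TMM factors, the largest shift of any LPS or DHA comparison under TMM. With TMM factors, 741 genes were higher and 499 lower at 4 h, a share of 59.8% higher against 26.3% with the total. SCTransform-corrected counts gave 205 higher and 188 lower genes at 4 h, and 81 higher and 7 lower genes at 1 h, a share of 92.0% higher against 79.8%. The highest ratios at 1 h were those of Gm12840, Dusp2, Nfkbiz, Cxcl2 and Egr1, and the lowest that of Hist1h1d, with a log2 ratio of -2.56. At 4 h, Il1b and Il1a had 0 UMIs in Veh.LPS.0, so their ratios are only bounded, by log2 values of at least 14.67 and 12.62, and the lowest ratio was that of Gpr183 (ENSMUSG00000051212), which fell from 100 to 4.39 CPM.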

**Figure 5:**
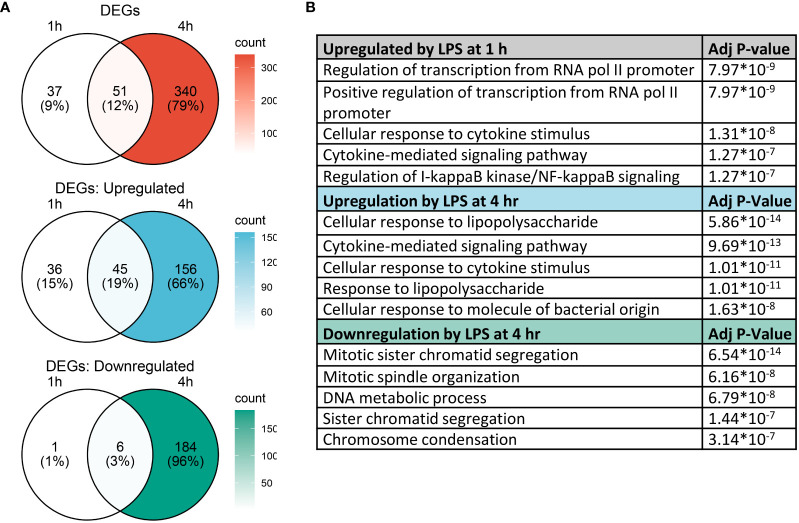
Gene expression changes induced by LPS in FLMs at 1 and 4h. **(A)** Differentially expressed genes (DEGs) were identified using the Seurat FindMarkers function, with thresholds set to select genes with >2-fold change in gene expression and genes expressed in at least half of either group being compared. Venn diagrams of DEGs at 1h only (left circle), 4h only (right circle), and at both timepoints (intersection) were generated to visualize the quantity of DEGs in each group. **(B)** The Enrichr database was used to identify GO Biological Process terms for the indicated groups of genes. Shown are the five most enriched pathways upregulated by LPS after 1 and 4 h or downregulated by LPS after 4 h, as determined by the size of the adjusted *p*-value.

We used the Enrichr database (57) to identify GO Biological Process terms associated with differentially expressed genes (**Figure 5B**). Genes upregulated at 1 h were enriched in pathways involved in regulating transcription as well as inflammatory pathways, like cellular response to cytokine stimulus and response to lipopolysaccharide. This suggests that at 1 h, many genes were setting the stage for the more robust transcriptional response subsequently observed at 4 h. Indeed, at 4 h, most upregulated genes are involved in inflammatory signaling pathways, while downregulated genes are involved in cell proliferation.

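The 8 proliferation genes were lower in Veh.LPS.4 than in Veh.LPS.0, 7 of them by more than 1.5-fold, with a median log2 ratio of -1.79 (interval -1.87 to -1.72), where random lists gave -0.68 to 0.27. The median of 8 histone genes was -2.17. A list of 25 NF-κB target genes, 22 of which could be used, had a median of 2.68, and all 22 were higher. At 1 h the proliferation genes had a median of 0.05, within the range of random lists.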

We generated heatmaps to visualize the expression pattern among individual cells for genes upregulated by LPS (**Figure 6A**, additional details in figure legend). Cells were annotated by treatment (colored horizontal lines above heatmap). As in the UMAP plots, unbiased clustering of cells resulted in near-perfect separation by LPS treatment group. 

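Among nearest neighbours on all genes, 1.06% of those of Veh.LPS.1 cells and 0.217% of those of Veh.LPS.4 cells came from Veh.LPS.0. Of the neighbours of Veh.LPS.4 cells, 0.875% came from Veh.LPS.1, against 80.3% from Veh.LPS.4 itself.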

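From Veh.LPS.1 to Veh.LPS.4, Dusp2 (ENSMUSG00000027368) fell from 335 to 25.2 CPM, Nfkbiz from 510 to 185 CPM and Zfp36 (ENSMUSG00000044786) from 511 to 119 CPM. Egr1 (ENSMUSG00000038418) fell from 648 to 17.8 CPM, Ier2 from 766 to 127 CPM and Junb from 1427 to 419 CPM. The changes of Nlrp3, Traf1 and Tnf were smaller, with log2 ratios of -0.42, -0.43 and -0.73, and with TMM factors they were -0.08, -0.09 and -0.39. The median log2 ratio between these libraries, over genes with a UMI in at least 50% of cells, was -0.18 with the total and 0.16 with TMM factors. Tnf (ENSMUSG00000024401) had 3799 CPM at 1 h and 2287 CPM at 4 h, and 152 CPM in Veh.LPS.0.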

Genes for which expression decreased from 1 h to 4 h post-LPS treatment include those involved in negative feedback of inflammatory signaling (*Dusp2, Nfkbiz, Zfp36*), transcription factors (*Egr1, Ier2, Junb*), and genes involved in promoting inflammatory signaling (*Nlrp3, Tnf, Traf*) (**Figures 6A, B**). 

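Il1b (ENSMUSG00000027398) had 0 UMIs in Veh.LPS.0, 10.6 CPM in Veh.LPS.1 and 792 CPM in Veh.LPS.4, with a UMI in 5.27% of cells at 1 h and in 84.0% at 4 h. Read against 3 counts in Veh.LPS.0, its log2 ratio at 4 h was at least 14.67. Ccl2 (ENSMUSG00000035385) had 910 CPM in Veh.LPS.0, 2658 CPM in Veh.LPS.1 and 11723 CPM in Veh.LPS.4. Ccl3 (ENSMUSG00000000982) had 1160 CPM at 0 h, 3414 CPM at 1 h and 12558 CPM at 4 h. At 1 h a UMI of each was found in every cell.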

Many other genes induced at 4 h have low or no expression at 1 h and code for cytokines or were proteins involved in the inflammatory response, such as *Ccl2* (MCP-1)*, Ccl3* (MIP-1a), and *Il1b* (IL-1β).

**Figure 6:**
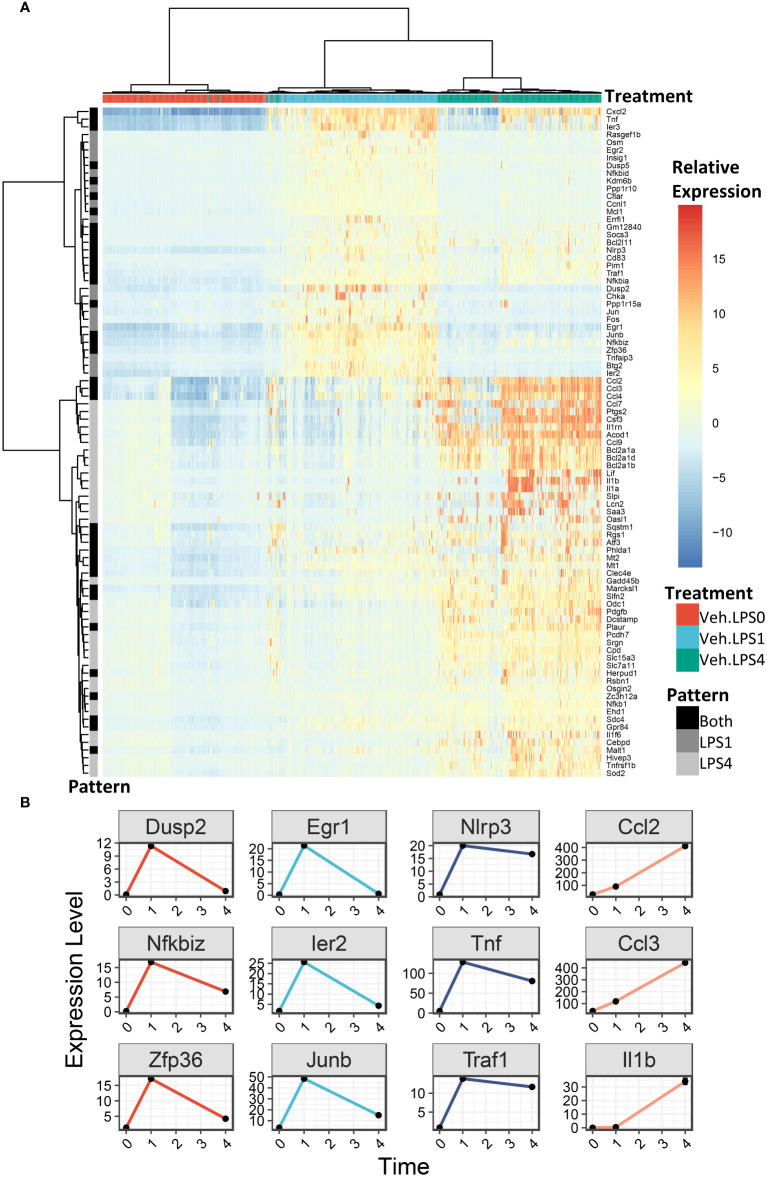
LPS robustly upregulates gene expression in FLMs after 1 and 4h. **(A)** 500 cells were randomly selected from the Veh.0, Veh.LPS.1, and Veh.LPS.4 groups and genes upregulated >6-fold were used to generate a heatmap using pheatmap with the “ward.d” clustering method. The normalized SCT values were plotted without scaling the heatmap. Cells were annotated according to their treatment group. **(B)** Plots showing the expression of individual LPS-induced genes at the 0, 1, and 4 h timepoint.

### DHA suppresses genes involved in cholesterol metabolism at 1 h post-LPS exposure

For analysis of DHA effects at 1 h post-LPS treatment, we reduced the threshold for identifying differentially expressed genes to >1.5 fold to capture the nuanced effects of DHA more thoroughly. Following 1 h LPS treatment, 156 genes were induced and DHA significantly suppressed 11 of these (**Figure 7A**). 

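After 1 h of LPS, 336 genes were higher by more than 1.5-fold with a UMI in at least 25% of the cells of either library. Of these, 20 were lower in DHA.LPS.1 than in Veh.LPS.1 by more than 1.5-fold, where 100 simulated draws from counting error alone gave none. Those draws hold no change by LPS or DHA, so they do not test whether the 2 sets of genes overlap more than unrelated sets would. With the same limits but LPS-induced or not, 104 genes were higher and 135 lower with DHA at 1 h, with the highest ratios for Plin2, Oasl1, Hilpda, Gpnmb and Clec10a and the lowest for Scd1, Rgs2, Slc39a10, Scd2 and Hmgcs1. SCTransform-corrected counts gave 156 induced genes, 11 of them lower with DHA.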

More than half of the suppressed genes were involved in cholesterol synthesis, including *Cyp51, Hmgcs, Hmgcr, Insig, Ldlr, Sc5d*, and *Idi1* (**Figure 7B**). This is consistent with recent studies investigating the role of lipid metabolism in macrophages, where it has been shown that LPS-induced cholesterol synthesis promotes macrophage activation (58, 59). These findings are also consonant with our observation that DHA suppresses cholesterol synthesis genes in FLMs in the absence of inflammatory stimulus at 0 h (**Figure 4A**).

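Hmgcs1, Insig1, Cyp51, Idi1 and Sc5d were all higher with LPS at 1 h and lower with DHA, each by more than 1.5-fold. Hmgcs1 rose from 112 to 412 CPM with LPS and had 153 CPM with LPS and DHA, a DHA/Veh ratio of 0.370 (interval 0.359 to 0.382). Insig1 (ENSMUSG00000045294) had 224 CPM in Veh.LPS.1 and 88.7 CPM in DHA.LPS.1, a ratio of 0.396 (0.380 to 0.411). Cyp51 and Idi1 had 280 and 276 CPM in Veh.LPS.1 and 148 and 145 CPM in DHA.LPS.1, and Sc5d 143 and 74.1 CPM. Of the 20 cholesterol enzymes, all were lower with DHA at 1 h and 18 by more than 1.5-fold, with a median log2 ratio of -0.88 (-0.91 to -0.83). With LPS alone at 1 h their median was 0.16, and 6 of the 20 rose by more than 1.5-fold.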

**Figure 7:**
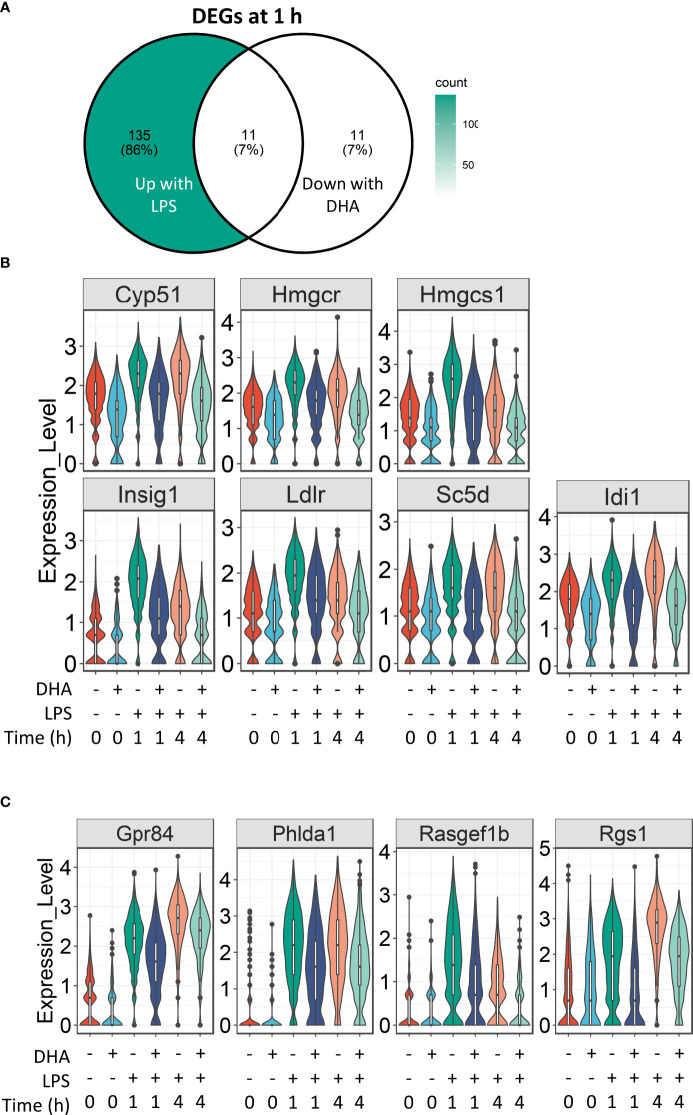
DHA suppresses expression of genes associated with cholesterol metabolism and inflammatory signaling pathways at 1 h post-LPS treatment. **(A)** Differentially expressed genes (DEGs) were identified by using the Seurat FindMarkers function, with thresholds set to select genes with >1.5-fold change in gene expression and genes expressed in at least 25% of groups being compared. DEGs in the “Down with DHA” circle of the Venn diagram are downregulated in DHA.LPS.1 relative to Veh.LPS.1 and DEGs in the “Up with LPS” circle of the Venn diagram are upregulated in Veh.LPS.1 relative to Veh. The intersection represents LPS-induced genes suppressed by DHA at 1h. **(B)** 7 of the 11 LPS-induced genes suppressed by DHA involve the cholesterol synthesis pathway. **(C)** Other LPS-induced genes suppressed by DHA at 1 h are also suppressed by DHA at 4 h.

Our results suggest that DHA and LPS have opposing roles in cholesterol synthesis, revealing another potential mechanism by which DHA suppresses inflammatory signaling. While it is known that inhibition of cholesterol biosynthesis with statins can suppress inflammation, the specific effects on macrophages are less well understood (60). All the genes suppressed by DHA at 1 h post-LPS treatment are targets of the transcription factors SREBP1a and SRBP1c (61–63), which have been shown to be inhibited by DHA supplementation *in vitro* and *in vivo* (64, 65). An increase in intracellular cholesterol fosters TLR4 signaling by providing structure for lipid rafts, which promote aggregation of TLR4 receptor with its co-receptor CD14 (59, 66). Cholesterol depletion has also been shown to inhibit GPCR endocytosis (67). It is therefore tempting to speculate that this may also be the case for TLR4 endocytosis, which could explain decreased IRF signaling in DHA-treated cells (described further below).

The remaining genes induced after 1 h LPS treatment and suppressed by DHA are *Gpr84*, a GPCR known to be involved in activating inflammatory pathways in macrophages (68), *Phlda1*, which is highly expressed in inflammatory macrophages from atherosclerotic plaques (69), and *Rasgef1b* and *Rgs1*, which are involved in G-protein signaling (**Figure 7C**).

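With LPS at 1 h, Phlda1 (ENSMUSG00000020205) rose from 13.2 to 358 CPM, Rasgef1b from 16.4 to 150 CPM, Gpr84 (ENSMUSG00000063234) from 38.0 to 266 CPM and Rgs1 from 94.2 to 243 CPM. With DHA they had 187, 73.6, 150 and 99.7 CPM in the same order. At 4 h, Rgs1 had 213 CPM in DHA.LPS.4 and 479 CPM in Veh.LPS.4, Rasgef1b 23.9 and 51.2 CPM, and Phlda1 205 and 328 CPM. Gpr84 had 308 and 383 CPM at 4 h, a ratio of 0.805 (interval 0.783 to 0.827), which does not pass the 1.5-fold limit.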

### DHA suppresses inflammatory signaling pathways at 4 h post-LPS exposure

Following 4 h LPS treatment, 466 genes were induced by 1.5-fold or more (**Figure 8A**). Of the LPS-induced genes, 58 were suppressed by DHA (by at least 1.5-fold). 

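After 4 h of LPS, 856 genes were higher by more than 1.5-fold with a UMI in at least 25% of the cells of either library, and 111 of them were lower in DHA.LPS.4 than in Veh.LPS.4 by more than 1.5-fold. Both conditions use the Veh.LPS.4 library, and counting error alone gave a mean of 1.52 and at most 5 such genes in 100 draws. With TMM factors, 181 of 1813 induced genes were lower with DHA. Il4i1, Ifit1, Dhx58, Usp18 and Irgm1 had the lowest ratios of the 111, with log2 values of -2.54, -2.40, -1.99, -1.89 and -1.81. With the same limits but LPS-induced or not, 170 genes were higher and 186 lower with DHA at 4 h. Scd1 had the lowest log2 ratio of them at -5.00 and rested on 12 UMIs in DHA.LPS.4, and Plin2 the highest at 3.11.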

We identified GO Biological Processes for the differentially expressed genes that were 1) increased by LPS, 2) increased in LPS and suppressed by DHA, and 3) decreased by DHA (**Figure 8B**). 

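All 20 enzymes from acetoacetyl-CoA to cholesterol were lower in DHA.LPS.4 than in Veh.LPS.4, 18 of them by more than 1.5-fold, with a median log2 ratio of -0.92 (interval -1.01 to -0.88). Random lists matched on mean expression gave -0.03 to 0.16. Hmgcs1 had 65.9 CPM with DHA and 135 CPM without, and Insig1 39.1 and 90.1 CPM.

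**Figure D2:**
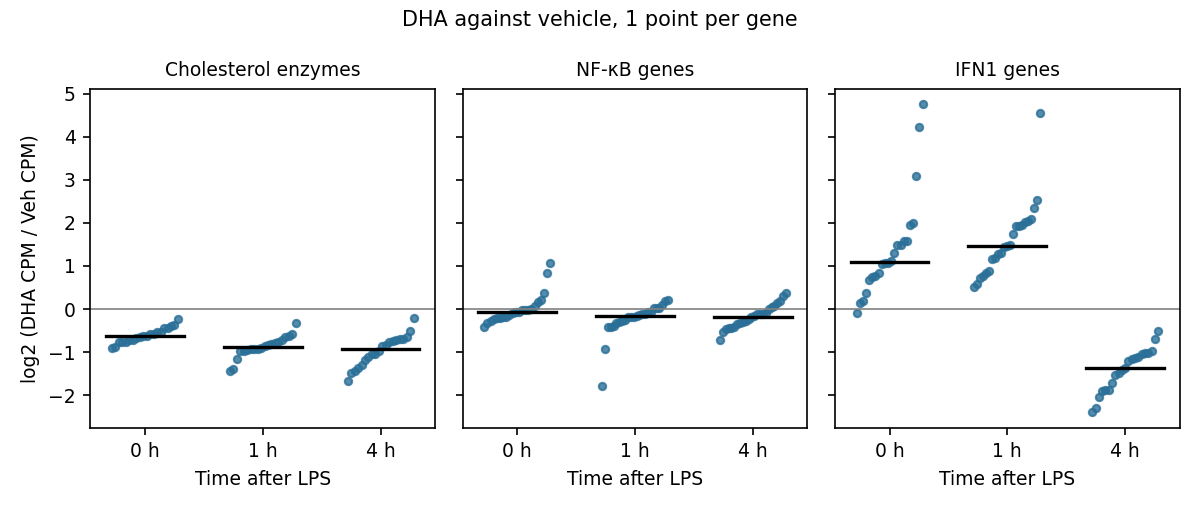
Log2 ratio of CPM in DHA against Veh at 0, 1 and 4 h of LPS, 1 point per gene with at least 10 UMIs in both libraries and a line at the median, for cholesterol enzymes, NF-κB genes and IFN1 genes. The cholesterol enzymes lie below 0 at each hour, and the median of the IFN1 genes goes from 1.09 at 0 h and 1.47 at 1 h to -1.37 at 4 h.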

As observed at 1 h, DHA significantly suppressed many genes associated with cholesterol synthesis. LPS-induced genes that were suppressed by DHA were enriched for pathways such “cytokine mediated signaling pathway” and “cellular response to type I interferon”. Assessment of selected genes annotated as “cellular response to LPS” and “cytokine-mediated signaling pathway” show that DHA robustly suppressed certain genes while only mildly suppressing, or having no effect, on others (**Figures 8C, D**). The group of genes annotated as “cellular response to LPS” contained chemokines (*Ccl2, Ccl3*), cytokines (*Tgfb1*), and other genes promoting proinflammatory signaling pathways (*Nfkb1, Cd14, Tnfrsf1b, Nlrp3*). 

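Fig. 8C shows 19 genes, of which 9 were higher and 10 lower in DHA.LPS.4 than in Veh.LPS.4, with a median log2 ratio of -0.10. Ccl2 had 12407 CPM with DHA and 11723 CPM without, Nlrp3 472 and 443 CPM, and Tgfb1 370 and 354 CPM, and these 3 genes go from higher to lower with TMM factors, with log2 ratios of -0.04, -0.03 and -0.06. Ccl3 had 10751 CPM with DHA and 12558 CPM without, Cd14 1742 and 1943 CPM, and Nfkb1 (ENSMUSG00000028163) 256 and 311 CPM. Tnfrsf1b had 119 and 106 CPM.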

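Zfp36 had 38.7 CPM in Veh.LPS.0 and rose with 4 h of LPS by 1.62 on the log2 scale. With DHA and LPS it had 70.6 CPM, and of the 19 genes of Fig. 8C it alone was lower with DHA by more than 1.5-fold. Tnip3 (ENSMUSG00000044162) rose with LPS from 104 to 213 CPM and had 166 CPM with LPS and DHA. Tnip1 (ENSMUSG00000020400) rose from 38.0 to 145 CPM and had 178 CPM with DHA, the highest DHA/Veh ratio of the 19 at 1.23 (interval 1.19 to 1.28). Nfkbil1, the label that Fig. 8C gives, rose from 90.7 to 160 CPM and had 168 CPM with DHA, a log2 ratio of 0.07 that is -0.05 with TMM factors.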

LPS also upregulates many genes that counteract inflammation by degrading mRNA coding inflammatory cytokines (*Zfp36*) or inhibiting inflammatory signaling pathways (*Tnip3, Tnip1, Nfkbil3*). Many of the genes annotated as “cytokine-mediated signaling pathway” are involved in or induced by IFN1 signaling (*Irf7, Irf9, Isg15, Xaf1*). 

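Irf7 (ENSMUSG00000025498) rose from 8.47 CPM in Veh.LPS.0 to 32.6 CPM in Veh.LPS.4 and had 11.3 CPM in DHA.LPS.4, a DHA/Veh ratio of 0.346 (interval 0.302 to 0.395). Isg15 (ENSMUSG00000035692) rose from 2.00 to 47.4 CPM and had 21.4 CPM with DHA, a ratio of 0.451 (0.408 to 0.497). Irf9 rose from 18.3 to 47.4 CPM and had 25.5 CPM with DHA, and Xaf1 from 9.03 to 35.0 CPM, with 17.9 CPM with DHA. In thinned cells, an Irf7 UMI was found in 37.0% of Veh.LPS.4 cells and 15.6% of DHA.LPS.4 cells. All 10 genes of Fig. 8D were lower with DHA, 7 of them by more than 1.5-fold, with a median log2 ratio of -0.75, the lowest for Irf7 and the highest for Ptgs2 at -0.32.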

We further confirmed DHA suppression of representative IFN1-regulated genes observed in scRNAseq using bulk qPCR (**Figure 9**).

**Figure 8:**
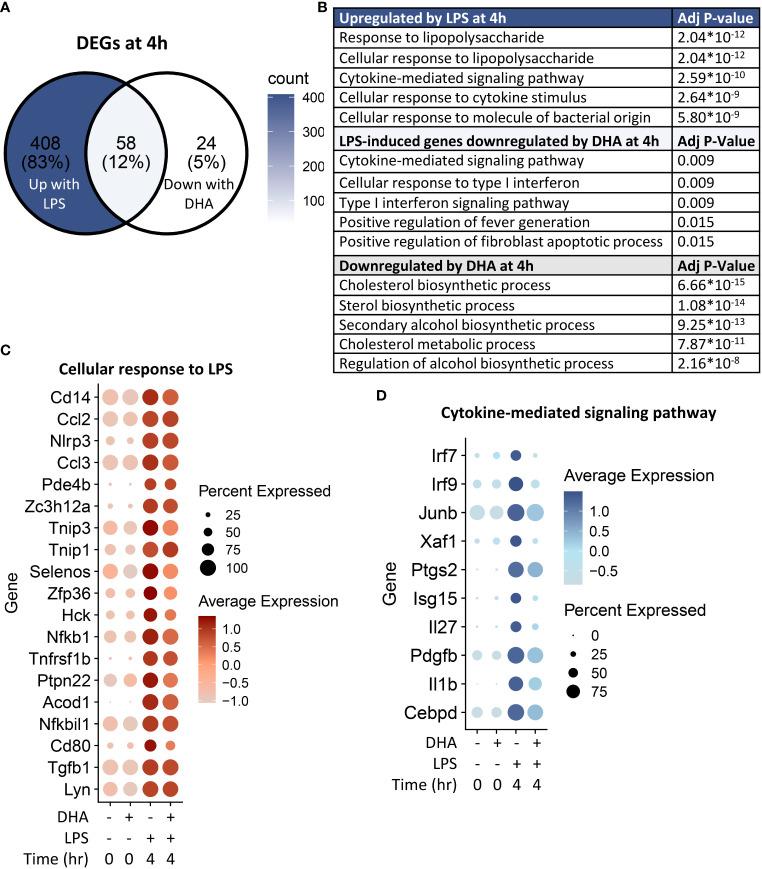
DHA inhibits inflammatory signaling pathways at 4 h post-LPS treatment. **(A)** Differentially expressed genes (DEGs) were identified by using the Seurat FindMarkers function, with thresholds set to select genes with >1.5-fold change in gene expression and genes expressed in at least 25% of groups being compared. DEGs in the “Down with DHA” circle of the Venn diagram are downregulated in DHA.LPS.4 relative to Veh.LPS.4 and DEGs in the “Up with LPS” circle of the Venn diagram are upregulated in Veh.LPS.4 relative to Veh. The intersection represents LPS-induced genes suppressed by DHA at 1h. **(B)** The Enrichr database was used to identify GO Biological Process terms for the indicated groups of genes. Shown are the five most enriched pathways are shown, as determined by the size of the adjusted *p*-value. **(C)** Selected input genes enriched in the “Cellular response to LPS” and **(D)** “Cytokine-mediated signaling pathway” GO terms are depicted using the Seurat DotPlot feature, where the size of the dot indicates the percent of cells expressing the gene and the depth of the dot color indicates the average expression of the gene across the cells in which it is expressed.

**Figure 9:**
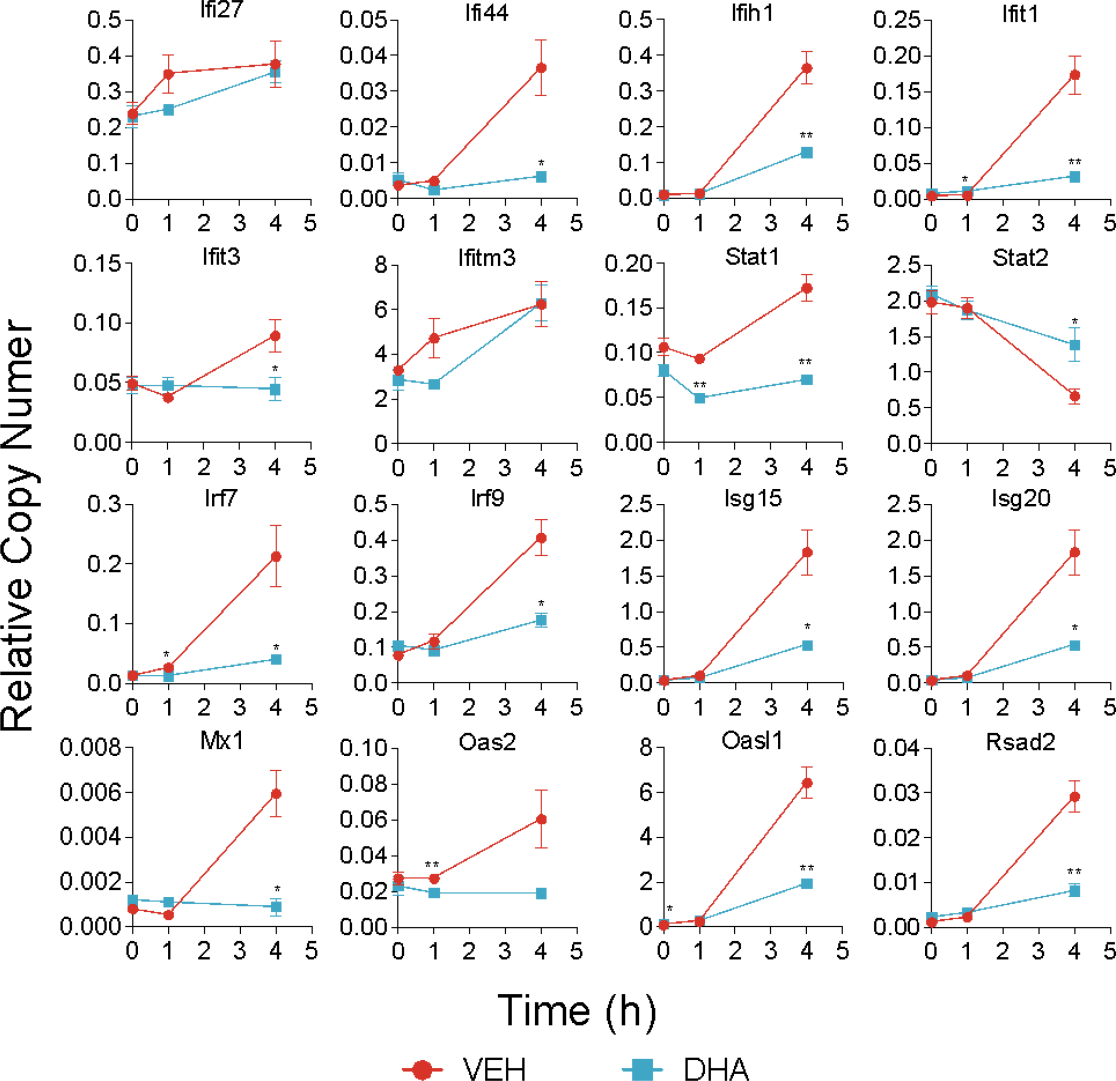
DHA suppresses expression of selected IFN1-regulated genes. A panel of IFN1-regulated genes was investigated by bulk qPCR in samples treated with LPS for 1 and 4 h. Cells were pre-treated with DHA or Veh for 24 h prior to LPS treatment. Asterisks indicate significant differences (*p<0.05, **p<0.01) between the DHA and Veh groups, n=3.

### Distinct subsets of LPS-treated cells are driven by NF-κB and Irf signaling

To identify in an unbiased manner which transcription factor programs (regulons) were most strongly induced by 4 h LPS treatment, we determined regulon scores for individual cells using the SCENIC workflow in R (27). Regulons consist of a group of co-expressed genes known to be induced by the same transcription factor, whose expression is also increased with expression of the target genes. Regulons that were significantly different between Veh and DHA at 4 h following LPS treatment, included transcription factors involved in NF-κB signaling (*Nfkb1* and *Rel*) and IFN signaling (*Irf7*, *Stat1*, and *Stat2*) (**Figure 10A**). The *Nfbk1* and *Rel* genes encode NF-κB family members p50 and c-Rel, respectively. The NF-κB p50 subunit dimerizes with the NF-κB p65 subunit, forming the most abundant of the Rel/NF-κB heterodimers (70, 71). DHA suppressed the Rel and NF-κB regulons at 4 h, though not completely (**Figure 10B**). 

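The SCENIC regulons were not rebuilt, and the list of 25 NF-κB target genes stands in for the Rel and NF-κB programs. Of its 24 genes with at least 10 UMIs in both libraries, 17 were lower and 7 higher in DHA.LPS.4 than in Veh.LPS.4, with a median log2 ratio of -0.17 (interval -0.21 to -0.15). Random lists gave -0.08 to 0.10, and the alternatives run gave medians from -0.30 to -0.07.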

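A list of 25 genes induced by type I IFN (IFN1) signaling, among them Ifit1, Isg15, Rsad2, Oasl1 and Cxcl10, stands in for the Irf7 and Stat2 regulons. All 23 of its genes that could be used rose from Veh.LPS.0 to Veh.LPS.4, with a median log2 ratio of 2.55 (interval 2.31 to 2.63). In DHA.LPS.4, each of the 21 genes with at least 10 UMIs in both 4 h libraries was lower than in Veh.LPS.4, with a median of -1.37 (-1.47 to -1.23) where random lists gave -0.02 to 0.22. SCTransform-corrected counts gave -0.67, the value closest to 0 of all the alternatives, and all barcodes -1.62, the lowest. None of the 25 genes is in Fig. 4A or in another of the lists.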

Although the Irf7, Stat1, and Stat2 regulons were increased to a lesser extent than the Rel and NF-κB regulons, they were almost completely ablated by DHA. When investigating the regulon scores for individual cells, UMAP clustering identified that a cluster of cells with high expression of genes in the Irf7, Stat1, and Stat2 regulons among cells treated with LPS for 4h. This is distinct from the pattern of NF-κB and Rel expression, which is more homogenously expressed in LPS-treated cells (**Figure 10C**). 

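Cells were called IFN1-high when, at equal depth, they held more than 19 UMIs of the IFN1 genes, the 99th percentile of Veh.LPS.0 cells. This held for 24.0% of the 993 Veh.LPS.4 cells (exact binomial interval 21.3 to 26.7), and for 0.967% of Veh.LPS.0 cells and 1.01% of Veh.LPS.1 cells. With the 95th percentile as the limit, the alternative that moved this share most, 54.8% of Veh.LPS.4 cells passed it. IFN1-high cells of Veh.LPS.4 held a mean of 42.8 UMIs of these genes and the other cells 7.21.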

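Across the 993 cells of Veh.LPS.4, the squared coefficient of variation beyond counting error was 1.94 for the summed UMIs of the IFN1 genes and 0.338 for those of the NF-κB targets. The 2 values were 1.63 and 1.06 in Veh.LPS.0, 9.17 and 1.27 in DHA.LPS.0, 10.4 and 0.132 in Veh.LPS.1, 9.43 and 0.176 in DHA.LPS.1, and 4.38 and 0.315 in DHA.LPS.4, so for the IFN1 genes Veh.LPS.4 did not have the highest. IFN1-high cells held a mean of 1147 NF-κB UMIs and the other cells 1109.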

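IFN1-high were 238 of the 993 Veh.LPS.4 cells and 56 of the 692 DHA.LPS.4 cells, which is 8.09% of the latter (interval 6.17 to 10.4) and outside the interval of the former. At 0 and 1 h the order was the other way, with 2.72% of DHA.LPS.0 cells (1.65 to 4.22) and 5.03% of DHA.LPS.1 cells (3.62 to 6.79). Among G1 cells, the same limit of 19 UMIs was passed by 26.4% in Veh.LPS.4 and 8.55% in DHA.LPS.4, and a limit reset to 24 UMIs on the G1 cells of Veh.LPS.0 by 18.6% and 6.56%.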

Most cells in the region with the highest Irf7, Stat1, and Stat2 regulon scores were Veh.LPS cells, confirming that treatment with DHA inhibits the induction of these gene expression programs.

**Figure 10:**
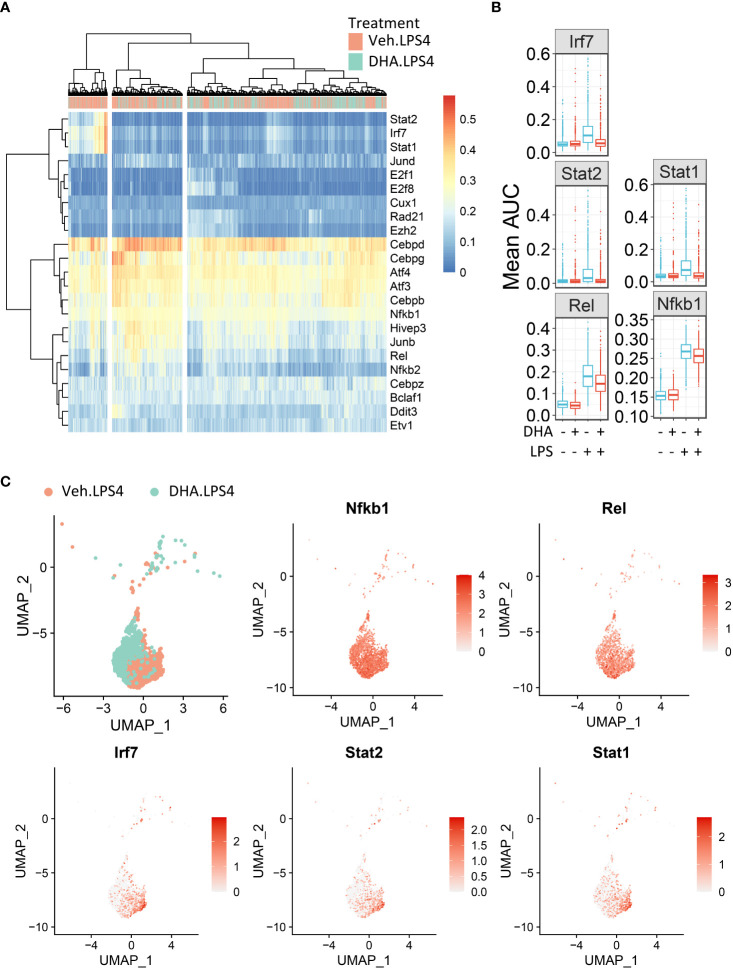
FLMs with high IFN1-regulated gene expression cluster together. **(A)** Regulon scores for cells in each group were generated using the SCENIC workflow. Regulons were selected that were significantly different between Veh.LPS.4 and DHA.LPS.4. Cells in the Veh.LPS.4 and DHA.LPS.4 treatment groups (as indicated by the horizontal bar above the heatmap) were analyzed for selected regulons. Clustering was performed using Ward’s method in the pheatmap tool in R Studio. The regulon AUC values were directly plotted without scaling the heatmap. **(B)** Boxplots for regulon scores were generated to identify differences between treatment groups. Irf7, Stat1, Stat2, NF-κB, and Rel regulons were increased by LPS at 4 hr. DHA reduced the regulon scores for NF-κB and Rel regulons and completely suppressed scores for Irf7, Stat1, and Stat2 regulons scores. **(C)** The Seurat FeaturePlot function was used to color cells from Veh.LPS.4 and DHA.LPS.4 treatment groups according to Irf7, Stat1, Stat2, Rel, and NF-κB1 regulon expression.

Previously published bulk mRNA studies described early, middle, and late time-dependent gene expression patterns in macrophages treated with LPS (7, 8, 72, 73). These studies assessed timepoints that extended beyond 4 h and found that many inflammatory cytokines and chemokines peak at 4 h whereas induction of most IFN regulated genes occurs slightly later. Differential activation of LPS-triggered genes can be explained by divergent signaling pathways induced by TLR4 activation, which have been comprehensively described (6, 74). Briefly, TLR4 activation induces signaling cascades initiating with the adapter protein MyD88 or the heterodimer TRIF/TRAM. MyD88-dependent signaling results in activation of the kinase transforming growth factor β-activated kinase 1 (TAK1) which phosphorylates IκB kinase (IKK) α/β. IKKα/β phosphorylates IκB. This frees the transcription factor NF-κB to translocate to the nucleus. Using Western blotting, we confirmed that LPS induced, and DHA suppressed this pathway in our FLM model (**Figure S4**).

The observations presented herein suggest that DHA impedes progression of TLR4-triggered IFN activation, a process that occurs more slowly than TLR4-triggered NF-κB activation. 

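The IFN1 genes and the NF-κB targets differed in their course. From Veh.LPS.0 to Veh.LPS.1, the median log2 ratio was 1.55 for the NF-κB targets, all 22 of them higher, and -0.30 for the IFN1 genes, 10 of them higher and 13 lower. From Veh.LPS.1 to Veh.LPS.4, the medians were 0.84 and 2.73. Of the NF-κB targets, 15 were higher and 9 lower, and all 23 IFN1 genes were higher. Among DHA-treated cells, the median change from DHA.LPS.0 to DHA.LPS.4 had an interval of 2.43 to 2.52 for the NF-κB targets and was 0.03 (-0.16 to 0.24) for the IFN1 genes, 11 of them higher and 10 lower, where random lists gave -0.92 to -0.06. The IFN1 genes of DHA.LPS.0 were themselves above those of Veh.LPS.0, with a median log2 ratio of 1.09, which makes that change smaller.

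**Figure D3:**
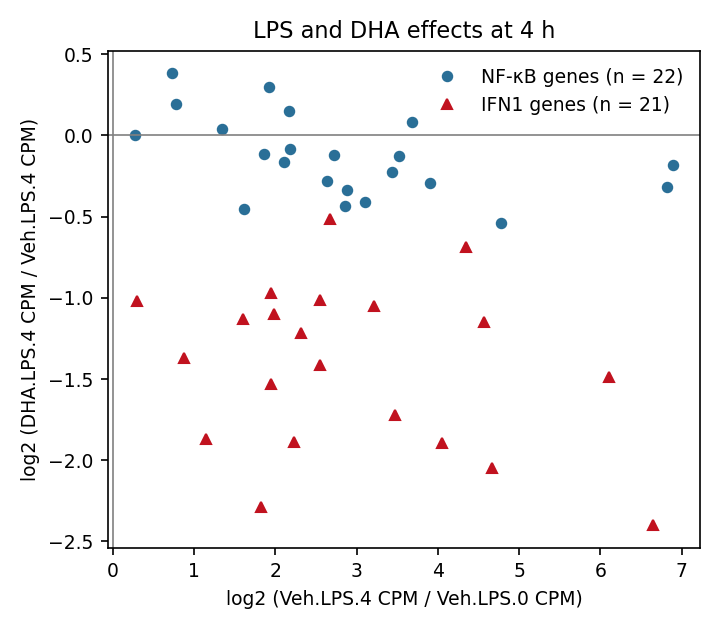
Log2 ratio of CPM in Veh.LPS.4 against Veh.LPS.0 (horizontal) and in DHA.LPS.4 against Veh.LPS.4 (vertical), 1 point per gene of the NF-κB and IFN1 lists with at least 10 UMIs in all 3 libraries. The IFN1 genes all lie below 0 on the vertical axis, and the NF-κB genes lie on both sides of it.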

LPS binding can also induce endocytosis of the TLR4 receptor complex, resulting in a cascade of TRIF/TRAM and TBK1/IKKi activation, which phosphorylate IRF3 and IRF7. Phosphorylated IRF3 and IRF7 then translocate to the nucleus where they initiate I IFN1 signaling (75). Sheikh and coworkers (76) demonstrated that LPS-induced IFN1-regulated gene expression is critically dependent on intermediary IFN-β production and autocrine signaling through type I IFN receptors. 

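Ifnar1 (ENSMUSG00000022967) had 26.0 CPM in Con, 23.0, 21.1 and 18.9 CPM in Veh and 22.8, 25.1 and 23.3 CPM in DHA at 0, 1 and 4 h. At equal depth, an Ifnar1 UMI was found in 29.8% to 39.6% of the cells of a library. Ifnar2 (ENSMUSG00000022971) had 57.8 to 116 CPM, with a UMI in 64.4% to 88.1% of cells at that depth. Ifnb1 (ENSMUSG00000048806), the gene of IFN-β, had 197 UMIs in 21 of the 993 Veh.LPS.4 cells, which is 2.12% (exact binomial interval 1.31 to 3.22), with 50 of them in 1 cell. In DHA.LPS.4 it had 11 UMIs in 5 of the 692 cells, which is 0.723% (0.235 to 1.68), with 6 of them in 1 cell. In Veh.LPS.0 it had none in 2481 cells, with an interval that reaches 0.149%. These Ifnb1 shares are not at equal depth, since the median cell held 56239 UMIs in Veh.LPS.4 and 29631 in DHA.LPS.4. Their difference thus also holds any effect of depth.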

Consistent with this possibility, we found *Ifnar1* and *Ifnar2* are homogenously expressed at a high level in the FLMs across the time clusters (**Figure 11A**) and that modest *Ifnb1* expression is detectable in some FLMs in the Veh/LPS 4 h group but not the DHA/LPS 4 h group (**Figure 11B**). The moderate response is likely due to the early timepoint at which the cells were collected and the limited sensitivity of scRNAseq for detecting low abundance transcripts. STAT1 and STAT2 are not directly activated by LPS, but instead are activated by IFNα/β receptor signaling. Though SCENIC predicted STAT1/2 activation, we conclude that this is due to the high degree of target gene overlap between these transcription factors and IRF7 (**Figure 11C**). Expression of genes predicted to be solely STAT1 or STAT2 is very low compared to IRF7-specific-target genes, supporting the argument that at 4 h LPS, IRF7 is the primary transcription factor driving this phenotype (**Figure 11D**). Thus, we predict that STAT1/2 activation would follow shortly after this timepoint due to release of IFNβ.

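Fig. 11D lists 4 genes of STAT2 alone and 19 of IRF7 alone. In Veh.LPS.4 their median level was 3.19 and 15.5 CPM, and each list's sum was 13.7 and 987 CPM. The highest gene of each list there was Ppm1k at 5.96 CPM and Mndal at 374 CPM, and Mndal already had 204 CPM in Veh.LPS.0. From Veh.LPS.0 to Veh.LPS.4 the median log2 ratio of the IRF7 list was 0.20, with 12 genes higher and 7 lower. From Veh.LPS.4 to DHA.LPS.4 the medians were -0.52 and -0.39 in the same order, on few UMIs for the STAT2 list.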

**Figure 11:**
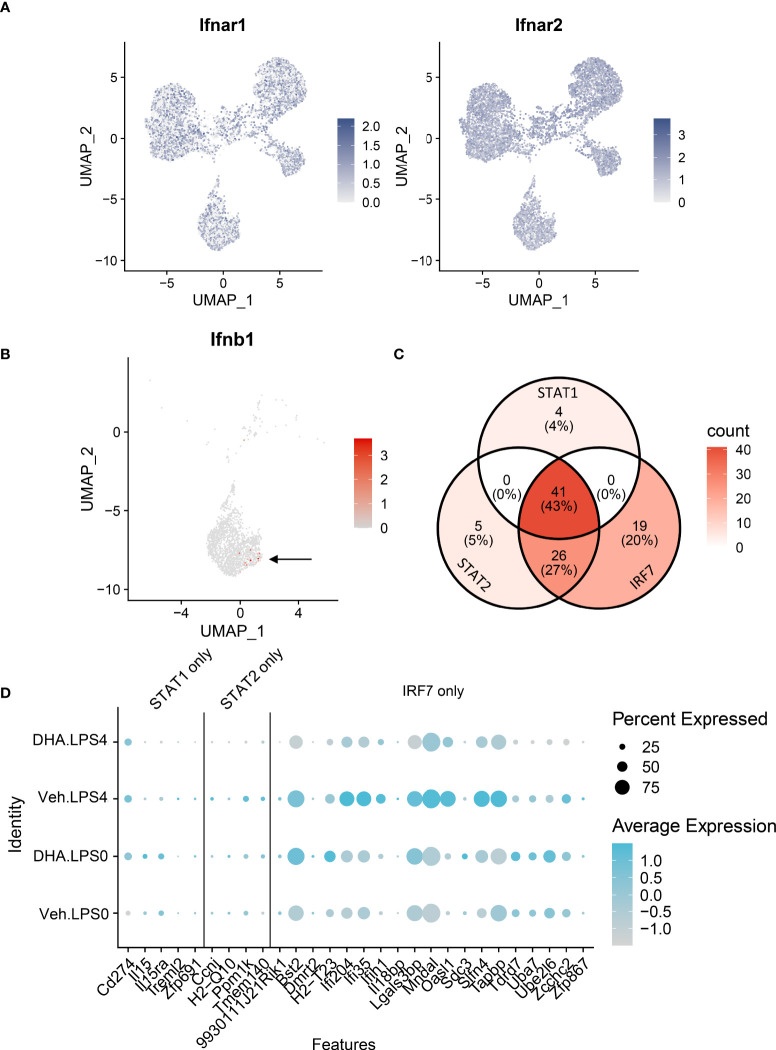
IFN1-regulated gene expression at 4 h post-LPS is driven by IRF rather than STAT activity. **(A)** *Ifnar1* and *Ifnar2* are homogenously expressed at a high level in the FLMs across the time clusters. **(B)** A small number of cells express *Ifnb* (arrow), and it is limited primarily to Veh-treated cells. **(C)** The majority of the genes identified in the STAT1 and STAT2 regulons are also IRF7 targets. **(D)** Genes driven by IRF7 alone are more highly expressed than genes driven by either STAT1 or STAT2 alone. Genes are presented using the Seurat DotPlot function, where the size of the dot indicates the percent of cells expressing the gene and the depth of the dot color indicates the average expression of the gene across the cells in which it is expressed.

The observation that DHA suppresses TLR4-driven IFN1-regulated gene responses is of high translational relevance. Upregulated IFN1 responses contribute to the development of multiple forms of autoimmunity including lupus, systemic sclerosis, Sjogren’s syndrome (77). Indeed, successful clinical trials of anifrolumab, an anti-IFNAR monoclonal antibody (78), led to its approval by the USFDA in 2021 for lupus treatment (79). Relatedly, in a prior *in vivo* study, we observed that DHA supplementation significantly reduces IFN1-regulated gene expression in lupus-prone mice induced by exposure to the autoimmune trigger crystalline silica (80). It is particularly notable that many of the same IFN1-regulated genes identified *in vivo* were significantly enhanced here by LPS at 4 h and suppressed by DHA. 

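Of the 16 IFN1-regulated genes of Fig. 9, 15 had at least 10 UMIs in each library compared. All 15 were higher in Veh.LPS.4 than in Veh.LPS.0, 12 of them by more than 1.5-fold, with a median log2 ratio of 1.95 (interval 1.84 to 2.07). All 15 were lower in DHA.LPS.4 than in Veh.LPS.4, 12 of them by more than 1.5-fold, with a median of -1.18 (-1.35 to -1.08), from -2.40 for Ifit1 to -0.17 for Ifi27.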

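At 4 h of LPS, 20 of 21 IFN1 genes were lower with DHA by more than 1.5-fold, against 1 of 24 NF-κB targets, Il1b, which had 485 CPM in DHA.LPS.4. With IFN1-high cells left out of both libraries, the IFN1 median was -0.995 (interval -1.10 to -0.78). The difference between the lists was not tested, since genes of a list are not replicates.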

Intriguingly, in both our *in vivo* and *in vitro* experiments, DHA suppresses the IFN1 pathway more strongly than other inflammatory pathways including NF-κB signaling. While Kobayashi and coworkers similarly found that the omega-3 fatty acids suppressed IFN1 gene expression in imiquimod (IMQ)-induced murine lupus (81), the underlying molecular mechanisms are unclear. Further investigations into how DHA preferentially suppresses could lead to novel therapies to effectively target this potent inflammatory response in autoimmune disease.

### Limitations

This exploratory study had several limitations that will necessitate additional expanded experimentation. First, extending the time window for LPS treatment could provide greater insight into the pathways most effectively targeted by DHA. Also, even though we identified that upstream inflammatory pathways (i.e., NF-κB signaling) were influenced by DHA supplementation, there is further need to confirm the effects on other key proteins associated with additional pathways identified, or on resultant metabolites produced (i.e., cholesterol metabolism). Furthermore, while the use of SCENIC analysis to identify regulons allows us to infer transcription factor activity based on concordant upregulation of the transcription factor and its putative target genes, this approach cannot prove activation of transcription factors of interest. Additional experiments would need to be performed to confirm the activation of NRF2, IRF7, STAT1, and STAT2. Finally, although the *in vitro* macrophage model used here is similar to an inflammatory monocyte-derived macrophage, it might not precisely mimic tissue-specific macrophage populations observed *in vivo*. Thus, many of the pathways identified here need to be confirmed in tissue-relevant models such as alveolar-like macrophages derived by culturing fetal liver cells with GM-CSF and TGF-β (82).

## Conclusions

As an innate immune population, macrophages act as sentinels to signal the presence of foreign molecules while simultaneously functioning to destroy or sequester invading microbes or injurious particles. Cytokines released by macrophages modulate phenotype and function of incoming immune cells, influencing the inflammatory response and setting the stage for an adaptive immune response. Sets of genes are upregulated in conjunction with each other at specified times, triggering a sequence of responses in the cell and extracellular milieu. Here we used scRNAseq to discern how DHA influences LPS-induced gene expression in FLMs, a primary, heterogeneous self-renewing macrophage model. This strategy allowed us to capture heterogeneity within a single population of treated cells, with groups of cells within the same LPS treatment group showing different patterns of inflammatory gene expression. As depicted in **Figure 12**, analyzing cells at different timepoints following LPS treatment permitted us to identify putative anti-inflammatory transcriptional mechanisms sequentially influenced by DHA in the absence of inflammatory stimuli (0 h), immediately following an inflammatory stimulus (1 h), and in the early stages of the inflammatory response (4 h). First, we found that DHA promoted basal antioxidant NRF2-target gene expression. Second, our analyses further uncovered cholesterol synthesis as a potential metabolic pathway differentially modulated by DHA and LPS that may be central to DHA-mediated suppression of TLR4-dependent signaling. Third, we observed that DHA suppresses IFN-driven genes in addition to NF-κB-driven genes, which provides a new perspective on how the multifaceted TLR4-induced signaling pathway is influenced by DHA. Employing scRNAseq enabled us to ascertain that IFN-driven genes are not homogenously expressed in a population of LPS-treated cells, which reveal a role for DHA in blocking or slowing cellular pathways that promote IFN signaling. Taken together, our findings herald lines of future research to investigate precision nutritional intervention with omega-3 PUFAs to combat chronic inflammation and progression of autoimmune disease.

**Figure 12:**
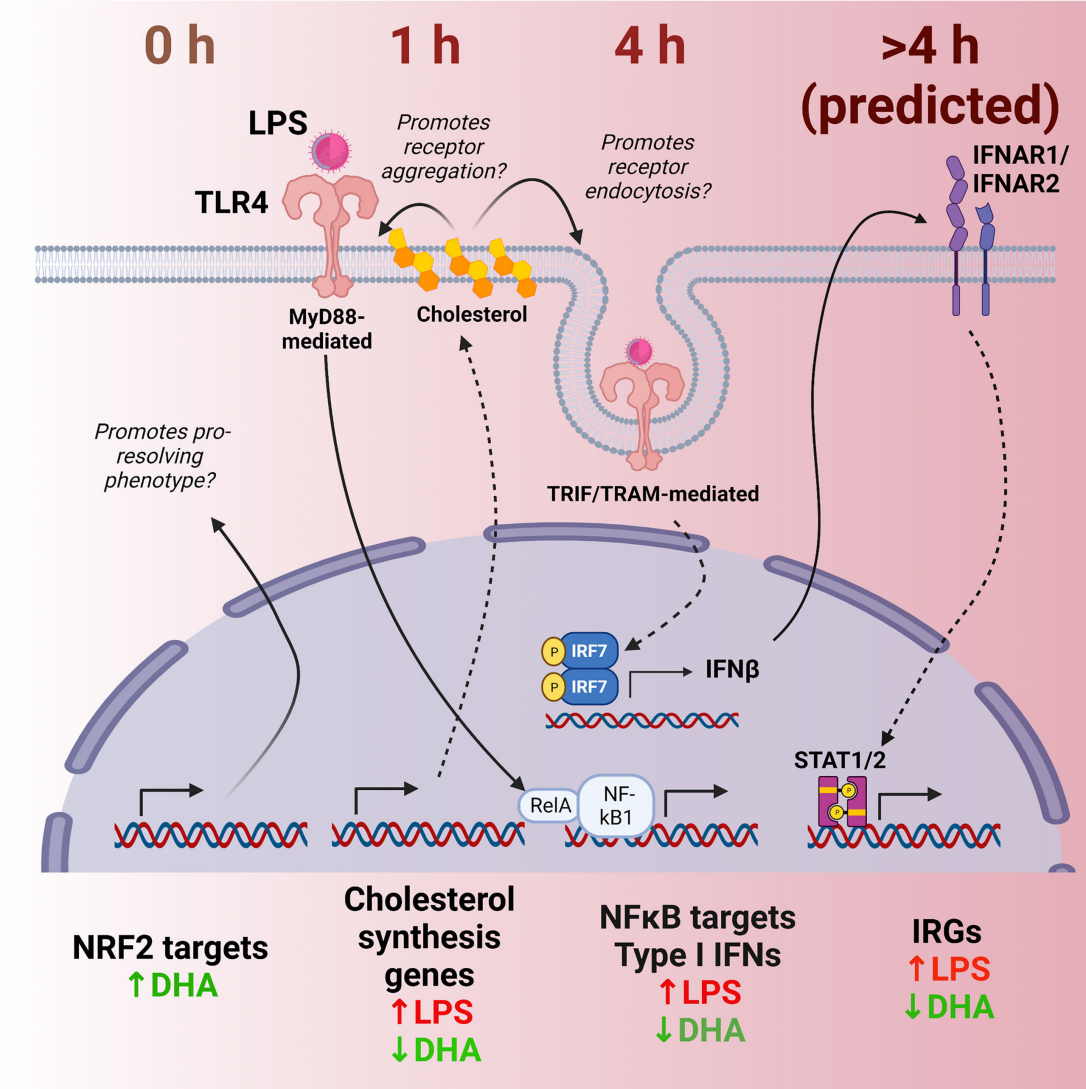
Putative model for DHA suppression of LPS-induced proinflammatory and IFN1-regulated gene expression in the macrophage. Time-dependent transcriptional changes elicited by DHA and/or LPS reveal multiple potential mechanisms by which DHA may counteract the inflammatory response to LPS. First, at 0 h (in the absence of LPS), DHA triggers expression of NRF2 target genes, which may promote a pro-resolving macrophage phenotype. At 1 h following LPS exposure, DHA suppresses LPS-triggered cholesterol genes, which may prevent cholesterol-mediated facilitation of further TLR4 signaling. At 4h following LPS exposure, DHA downregulates NF-κB-target and IFN1-regulated gene (IRGs) including IFN-β, likely preventing robust induction of further IFN-response at ≥ 4h.

## Data availability statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE207902.

## Ethics statement

The protocol for FLM isolation was reviewed and approved by Michigan State University Institutional Animal Care and Use Committee.

## Author contributions

KW: initial study design, data analysis/interpretation, figure preparation, manuscript preparation, project funding. FR, BW: data curation, data analysis/interpretation, figure preparation, manuscript preparation. JH: initial study design, project funding, manuscript preparation. JP: initial study design, manuscript preparation, supervision, project funding. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by NIH ES027353 (JP), NIH F31ES030593 (KW), NIH T32ES007255 (KW), Lupus Foundation of America (JP, KW), USDA National Institute of Food and Agriculture Hatch Projects 1020129, (JP), the Dr. Robert and Carol Deibel Family Endowment (JP), ZonMW grant no. 91116011 (BW) and the Dr. Albert C. and Lois E. Dehn Endowment in Veterinary Medicine (JH).

## Acknowledgments

We would like to thank Anthony Bach and Dr. Norb Kaminiski for their assistance with isolation of single cells and preparation of Illumina sequencing libraries.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

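RNA of FLMs was measured in 7 droplet libraries, 1 per condition: Con in 10% FBS, and Veh or DHA in 0.25% FBS for 24 h followed by 0, 1 or 4 h of LPS. The deposited values are counts of UMIs per gene and barcode, made by the authors with Cell Ranger from the sequencing reads of each library, and they hold each barcode called as a cell, with no normalization and no further filter. Genes are identified by the symbol and Ensembl number that the files give. 35 symbols stand on more than 1 line, and the genome build is named in neither the files nor the paper's text.

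Cells were kept with under 20% mitochondrial UMIs, over 20000 UMIs and at least 2000 genes, the paper's filter, which left 8732 cells in the 6 reduced-serum libraries. Their UMIs were summed per gene and library and scaled to CPM. A ratio of CPM has an exact binomial 95% interval, and a level an exact Poisson interval. Depth sets the precision: the smallest library, DHA.LPS.4, held 22045775 UMIs in kept cells, and the largest, Con, 125716982. Where a library held 0 UMIs of a gene the ratio was taken against 3 counts and is a bound, and no ratio was given where both lay at or under 3 counts. No p-values are given, since each condition is 1 library and cells of a library are not replicates.

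Genes were counted past a ratio of 1.5 (DHA at 0 h) or 2 (LPS) with a UMI in at least 50% of the cells of either library, LPS-induced genes and all genes with DHA at 1 and 4 h past 1.5 with 25% of cells, and LPS-induced genes lower with DHA past the latter limits in both comparisons. Genes named are those that the paper names in the sentence or panel concerned and, for each comparison, the 5 with the highest and the 5 with the lowest ratio among genes past these limits, from which the passages name some. Other members of lists are named where a count of few genes is given, and were chosen after their values were seen. Gene lists covered cholesterol enzymes, NRF2 targets, ATF4 targets, the unfolded protein response, PPAR targets, lysosomal genes, hypoxia genes, LXR targets, fatty acid synthesis, metal homeostasis, histones, proliferation, IFN1 genes and NF-κB targets. Mx2, of the IFN1 list, is not among the symbols in the files. A list's value is the median log2 ratio of its genes with at least 10 UMIs in both libraries, with an interval from 1000 Poisson draws and with 10000 random lists drawn gene by gene from the 100 genes on either side in mean expression. Overlaps of gene counts were compared with 100 draws from counting error alone. Every library was drawn from the profile of Veh.LPS.0, so the draws test neither overlap beyond that of unrelated sets nor differences between wells.

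Phases were called with Seurat 5.3.0 under R 4.3.3, on cells thinned to 20000 UMIs, and with scanpy 1.11.5 as the alternative. Corrected counts came from sctransform 0.4.2 and TMM factors from edgeR 4.0.16. Sums, intervals and tables used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, anndata 0.12.19 and scikit-learn 1.9.0, and figures matplotlib 3.10.9. Scrublet scores, as implemented in scanpy, marked 49 of 11640 cells as doublets, which is 0.421%, so leaving out the 5% of cells with the highest scores was added as an alternative. Cells above 2 times their library's median UMIs were left out in another. Further alternatives were all barcodes, also, as an addition, with mitochondrial UMIs left out of the total, a minimum of 10000 UMIs, a maximum of 10% mitochondrial UMIs, a total without mitochondrial and ribosomal protein genes, thinned sums, G1 cells, limits on the natural log scale, and other or no limits on the share of cells with a UMI. The counting of genes was tested on simulated data with 200 changed genes in each of 5 comparisons. All 200 were recovered in each with a limit of 1.5 on the ratio, and no unchanged gene passed it. Simulated 2-fold genes had a median log2 ratio of 0.9954 for LPS at 1 h and 0.9799 for LPS at 4 h, just under 2-fold. Their recovery thus does not test the 2-fold limit used to count genes with LPS. The lower limit on the share of cells was not tested either.

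SCENIC regulons, enrichment of gene ontology terms, UMAP coordinates, the paper's supplementary files, quantitative PCR, Western blots and fatty acid measurements were not used here.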

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

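The tests on IFN1 genes at 0 and 1 h, on phase calls at 4 h and on the genes that the paper does not discuss were chosen only after the result was seen.

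Barcodes that the paper's filter removes were looked at because the paper did not analyse them. At least 20% of UMIs were mitochondrial in 76.4% of the barcodes of DHA.LPS.0 (exact binomial interval 75.1 to 77.8), 74.4% of those of DHA.LPS.1 (73.1 to 75.7) and 80.0% of those of DHA.LPS.4 (79.0 to 81.1), against 37.8% (36.4 to 39.2), 35.8% (34.5 to 37.0) and 54.7% (52.7 to 56.7) for Veh. Index hopping between libraries is argued against by the barcode sequences, of which at most 1.07% in any of the 3 DHA libraries occur in another library as well. Empty droplets with free RNA would hold alike mixtures, but the variance of cell cycle UMIs over these barcodes was at least 7.02 times their mean in each DHA library. Handling of single wells or of library preparation cannot be told apart from an effect of DHA on the cells, since there was 1 library per condition. Damage of cells by DHA at 25 µM is the explanation the design names, and it stays open and untested. The paper reports high viability in every group by another method.

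IFN1 genes are listed because their ratio of DHA to Veh went opposite ways at different hours, with medians of 1.09 at 0 h, 1.47 at 1 h and -1.37 at 4 h. The difference between hours was not tested. IFN1-high cells alone do not account for the higher values, since without them the median was 0.72 at 0 h (interval 0.52 to 0.86) and 1.15 at 1 h (0.90 to 1.25). Without cells above 7 IFN1 UMIs, the 95th percentile of Veh.LPS.0, it was 0.48 (0.25 to 0.53) and 0.83 (0.48 to 0.93). The median cell held 2 IFN1 UMIs at 0 h in DHA and in Veh, and 2 against 1 at 1 h. More than 7 IFN1 UMIs were held by 14.2% of DHA.LPS.1 cells and 4.17% of Veh.LPS.1 cells, so a larger minority was present at 1 h. As the whole source it is argued against there, since the median cell held more as well. At 0 h a larger minority cannot be told apart from a rise in most cells. The list median without those cells and the UMIs of the median cell point different ways there. Selection of cells by the filter is argued against by the removed barcodes, where the medians were 0.55 and 0.88. Cells of the 4 h LPS wells, or their RNA, would have brought the other genes abundant in Veh.LPS.4 along. The summed IFN1 genes gained 16.1% of their Veh.LPS.4 level at 0 h and 27.8% at 1 h, while 13 and 6 genes abundant in Veh.LPS.4 and near absent from Veh of the same hour gained 1.06% and 5.16% as a sum, Ccl5 the most with 26.7% and 30.7%. This is the last of 5 forms of the test, whose genes and statistic were changed after values were seen. The first took Il1b alone, which gained 0% and -0.97%, and the 3 between took medians of 2 to 13 genes, which gained 0% to 0.17% at 0 h and 2.55% to 5.27% at 1 h. All 5 forms argue against such cells or RNA. Handling of single wells cannot be told apart from an effect of DHA here either, with 1 library per condition. An effect of DHA on IFN1 genes without LPS may be proposed as a hypothesis only.

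Phase calls are listed for the same reason. The share called S or G2M in DHA minus that in Veh was -20.2 percentage points at 0 h, -21.6 at 1 h and 10.7 at 4 h, and the difference between hours was not tested. For the higher share at 4 h, loss at the filter of cells called S or G2M is argued against as the whole source by the removed barcodes. There the proliferation genes had a median log2 ratio of 0.21 (interval 0.15 to 0.32), against 0.61 in the cells kept. More UMIs per cell in 1 library are argued against by cells thinned to 10000 UMIs, with a difference of 9.62 points. Handling cannot be told apart from a slower response to LPS with DHA, again with 1 library per condition. Free RNA was not tested as a source of the phase calls, so it stays open and cycling is not read from them.

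Genes that the paper does not discuss were among the 5 highest with DHA: Klf2 with a log2 ratio of 1.80 at 0 h and 2.02 at 4 h, Hilpda with 1.91 at 1 h and 1.55 at 4 h, and, at a single hour, Gpnmb with 1.90 and Clec10a with 1.57 at 1 h and Slc48a1 with 1.51 at 4 h. They lie outside the genes the paper analyses, and Veh of the same hour is their control. In the removed barcodes all 5 genes were higher with DHA as well, with log2 ratios from 0.69 for Gpnmb at 1 h to 2.28 for Hilpda at 1 h. Selection of cells by the filter cannot be told apart from an effect of DHA on these genes, because the test rests on the highest genes alone. No biological explanation other than DHA was tested.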

How the results depend on the processing

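The alternatives without the 5% of cells with the highest Scrublet scores, and with all barcodes and a total without mitochondrial UMIs, were chosen after the data were seen, the second also after the other results were known.

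Over 24 results and 19 alternatives, 264 values were computed. None of the 72 medians of lists reversed its direction, and counts and shares have no sign to reverse. Of all values, 195 stayed within the counting interval or, for counts of genes, within 1.5 times the value reported, and 69 moved further: 42 of 140 for counts of genes, 20 of 72 for medians of lists, 3 of 42 for shares of cells called S or G2M and 4 of 10 for shares of IFN1-high cells. The balance of higher and lower genes did cross 50%. With DHA at 0 h, 56.6% of the genes past the limits were higher, and 25.2% with all barcodes. With LPS at 4 h, 26.3% were higher, 59.8% with TMM factors and 52.2% with SCTransform-corrected counts. Without a limit on the share of cells, more genes were lower than higher with DHA at 0 h, 698 against 532. The same held with LPS at 1 h, 787 against 773, where 79.8% were higher with the limit. Every alternative could be run. No paired analysis was possible because each condition is 1 library. Unless stated below, the cause of a move was not tested.

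Counts of genes moved most with the limit on the share of cells with a UMI, as fewer or more genes are then looked at. Without it, 532 genes were higher and 698 lower with DHA at 0 h. With LPS, 773 were higher and 787 lower at 1 h and 958 higher and 3740 lower at 4 h. At 1.5-fold, LPS raised 1159 genes at 1 h, 261 of them lower with DHA, and 1502 at 4 h, 379 of them lower with DHA. With the limits of 25% and 50% of cells exchanged, 91 genes were higher and 80 lower with DHA at 0 h, and 91 and 1814 were lower with LPS at 1 and 4 h. With the limits on the natural log scale, which are stricter by construction, 20 genes were higher and 10 lower with DHA at 0 h. With LPS, 11 were lower at 1 h, 221 higher and 491 lower at 4 h, and 215 higher by the smaller limit at 1 h. Of LPS-induced genes, 8 at 1 h and 51 at 4 h were lower with DHA.

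With SCTransform-corrected counts, whose pseudocount of 1 draws ratios of low counts toward 1, 24 genes were higher and 13 lower with DHA at 0 h, 81 higher and 7 lower with LPS at 1 h, and 205 higher and 188 lower at 4 h. By the smaller limit, 156 genes were higher with LPS at 1 h, 11 of them lower with DHA, and 503 at 4 h. Medians of DHA against Veh were -0.38, -0.57 and -0.68 for cholesterol enzymes at 0, 1 and 4 h, 0.21 for NRF2 targets at 0 h, and -0.67 for IFN1 genes and -0.26 for NF-κB targets at 4 h. TMM factors gave 741 genes higher and 499 lower with LPS at 4 h, 1813 higher by the smaller limit and 181 of these lower with DHA, and medians at 4 h of -1.04 for cholesterol enzymes, -1.49 for IFN1 genes and -0.30 for NF-κB targets.

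With all barcodes, 199 genes were lower with DHA at 0 h, 15 and 480 lower with LPS at 1 and 4 h, and 35 LPS-induced genes lower with DHA at 1 h. The share of higher genes with LPS was 87.7% at 1 h and 35.3% at 4 h. Medians were -0.69 for cholesterol enzymes and 0.032 for NRF2 targets at 0 h, and -1.62 for IFN1 genes and -0.23 for NF-κB targets at 4 h. The kept cells hold 53.7%, 51.4% and 38.7% of the UMIs of DHA at 0, 1 and 4 h, against 86.7%, 82.4% and 77.1% for Veh, so this setting adds more to DHA. The median of genes with a UMI in at least 50% of cells was then -0.25, -0.30 and -0.20 for DHA at 0, 1 and 4 h. Of the genes past the limits with DHA at 0 h, only 12 of 56 higher and 23 of 43 lower were also past them with all barcodes. With all barcodes and mitochondrial UMIs left out of the total, the medians were -0.50, -0.65 and -0.81 for cholesterol enzymes at 0, 1 and 4 h, 0.23 for NRF2 targets and -0.074 for NF-κB targets. Thinned sums gave 36 genes higher with DHA at 0 h and 16 and 553 lower with LPS at 1 and 4 h, since fewer genes then reach the share of cells.

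A minimum of 10000 UMIs gave a median of -1.17 for IFN1 genes at 4 h, 62.7% of cells called S or G2M in Veh.LPS.1 and 21.1% of IFN1-high cells in Veh.LPS.4. Scanpy scoring gave 68.5% of cells called S or G2M in Veh.LPS.0 and 20.3% in Veh.LPS.4. With G1 cells, the NRF2 median was 0.23 and 18.6% of Veh.LPS.4 cells were IFN1-high by a limit reset to 24 UMIs. With the 95th percentile as the limit, 54.8% of Veh.LPS.4 cells and 23.3% of DHA.LPS.4 cells were. Over all alternatives run, medians for cholesterol enzymes ranged from -0.69 to -0.38 at 0 h, -0.89 to -0.57 at 1 h and -1.04 to -0.68 at 4 h, and for IFN1 genes at 4 h from -1.62 to -0.67. The share of cells called S or G2M ranged from 45.1% to 46.6% in DHA.LPS.0, 41.7% to 44.5% in DHA.LPS.1 and 24.8% to 30.5% in DHA.LPS.4. Depth limits genes of few UMIs most in DHA.LPS.4, the library with the fewest.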

Differences from the paper's values

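No test in this part was chosen only after the result was seen.

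The paper's counts of genes rest on tests that take cells as replicates, and those here on size alone with libraries as the unit. All 14 counts differ by more than 1.5 times. With DHA at 0 h, the paper counts 24 genes higher and 11 lower, 35 in all, and the counts here were 56, 43 and 99. For LPS at 1 h the paper gives 81 higher, 7 lower and 88 in all, against 138, 35 and 173 here. For LPS at 4 h it gives 201, 190 and 391, against 381, 1066 and 1447, and the paper's 51 genes shared by both hours stand against 110. At 1.5-fold, the paper's 156 genes induced at 1 h, 11 of them suppressed by DHA, stand against 336 and 20, and the paper's 466 and 58 at 4 h against 856 and 111.

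With counts corrected by SCTransform, the normalization that the paper names, and a pseudocount of 1, a choice made here, none of the 14 counts differs by more than 1.5 times. The counts are then 24 higher, 13 lower and 37 in all with DHA at 0 h, 81, 7 and 88 with LPS at 1 h, 205, 188 and 393 with LPS at 4 h, 51 shared, 156 induced and 11 suppressed at 1 h, and 503 and 74 at 4 h. With the limits on the natural log scale, 11 of the 14 do not differ, and those of genes lower with LPS at 1 h (11), lower at 4 h (491) and changed either way at 4 h (712) still do. With all barcodes, genes higher (107) and changed either way (122) with LPS at 1 h, higher at 4 h (262) and shared (73) do not differ, and the other 10 counts do. With thinned sums, genes higher with DHA at 0 h (36) and higher with LPS at 1 h (121) and at 4 h (277) do not differ, and the other 11 do. With the limits on the share of cells exchanged, LPS-induced genes suppressed by DHA at 4 h (78) do not differ, and the other 13 do. In the other 8 alternatives set before the data were examined, all 14 counts differ: a minimum of 10000 UMIs, a maximum of 10% mitochondrial UMIs, TMM factors, a total without mitochondrial and ribosomal protein genes, cells without called doublets, cells without high-UMI cells, G1 cells, and no limit on the share of cells. On the scale of the log2 of SCTransform-corrected means plus 1, the 35 values of Fig. 4A, read by eye, lie within 0.049 of those here, and on the scale of CPM the values here are larger in size for most.

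The paper describes Ccl2 and Ccl3 as having low or no expression at 1 h of LPS. Here, in Veh.LPS.1, Ccl2 had 2658 CPM and Ccl3 3414 CPM, with a UMI of each in 100% of cells. The paper describes Ifnar1 as expressed homogeneously at a high level. Here, Ifnar1 had 18.9 to 26.0 CPM over the 7 libraries, with a UMI in 45.9% to 65.6% of cells.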

Other observations

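Scaling to a total without mitochondrial UMIs, for lists over all barcodes, and the interval and limit used for damaged cells were chosen only after the result was seen, and the other tests of this part were not.

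Selection of cells by the filter was tested in the removed barcodes, since a DHA effect made by the filter alone would be absent there. The median log2 ratio of DHA to Veh in them was -0.56 for cholesterol enzymes at 0 h, -0.52 for these at 1 h, -1.44 for IFN1 genes at 4 h and 0.30 for NRF2 targets at 0 h. These values argue against the filter as the whole source of each difference. Loss at the filter of cells called S or G2M in DHA.LPS.0 was tested on the proliferation genes, whose median in the removed barcodes was -0.18 (interval -0.23 to -0.13), against -0.38 in the cells kept. Such a loss alone would have left it above 0 there, so this argues against it as the whole source. Free RNA and handling of the single wells stay open. For the lower share in DHA.LPS.1, the median in the removed barcodes was -0.19 (interval -0.27 to -0.12). Of random lists, 30.37% lay lower, so at 1 h this decides nothing.

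IFN1-high cells of Veh.LPS.4 were tested for doublets and damage. Among the 5% of cells with the highest Scrublet scores were 4.62% of IFN1-high cells and 5.17% of the others, and their median depth was 55029.5 and 56781 UMIs. The median mitochondrial share of the 238 IFN1-high cells lay 0.046 percentage points above that of the 755 others, with an interval of -0.15 to 0.34 over 1000 draws of cells, and differences under 0.5 points were taken as alike. Neither doublets nor damage accounts for these cells by those values. Their difference from other cells in 1 library is a hypothesis of biological origin only, and a share of 92.0% of them was called G1, against 80.7% of the others.

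Which programs hold the genes higher with DHA at 0 h was tested with lists, each against random lists matched on expression. The median log2 ratio was 0.33 for NRF2 targets, 0.25 for ATF4 targets, 0.37 for PPAR targets, 0.28 for lysosomal genes and 0.25 for hypoxia genes, each above the central 95% of random lists. Of these lists, 2, 1, 2, 1 and 2 genes are in Fig. 4A, and without them the medians of the last 4 were 0.23, 0.26, 0.26 and 0.14. Over all barcodes the medians in the same order were 0.03, -0.05, 0.23, 0.42 and 0.12, with the ATF4 list lower there and not in the cells kept. With mitochondrial UMIs left out of the total they were 0.23, 0.14, 0.42, 0.61 and 0.31. Genes of the unfolded protein response had a median of 0.025, with 7 higher and 5 lower, which decides nothing. Among genes lower with DHA, LXR targets had a median of -0.63 and genes of fatty acid synthesis -0.60, and the lists share genes: 3 of the 11 LXR targets and 4 of the 11 fatty acid genes are in another list, and 2 of each are in Fig. 4A. In the removed barcodes the medians were -0.93 and -0.65. Outside this test, the IFN1 list had a median of 1.09 and the metal list, with 5 of its 8 genes in Fig. 4A, 0.87. As more than 1 list moved, the higher genes may not be assigned to NRF2 alone, whose median without the genes of Fig. 4A was 0.27.

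Serum reduction, compared as Veh.LPS.0 against Con, raised the cholesterol enzymes by a median log2 ratio of 1.92, the IFN1 genes by 1.32 and the NF-κB targets by 0.84. Con was in 10% FBS and had no BSA, and the difference also holds any effect of BSA.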
